# Identification of Functional Networks of Estrogen- and c-Myc-Responsive Genes and Their Relationship to Response to Tamoxifen Therapy in Breast Cancer

**DOI:** 10.1371/journal.pone.0002987

**Published:** 2008-08-20

**Authors:** Elizabeth A. Musgrove, C. Marcelo Sergio, Sherene Loi, Claire K. Inman, Luke R. Anderson, M. Chehani Alles, Mark Pinese, C. Elizabeth Caldon, Judith Schütte, Margaret Gardiner-Garden, Christopher J. Ormandy, Grant McArthur, Alison J. Butt, Robert L. Sutherland

## Abstract

**Background:**

Estrogen is a pivotal regulator of cell proliferation in the normal breast and breast cancer. Endocrine therapies targeting the estrogen receptor are effective in breast cancer, but their success is limited by intrinsic and acquired resistance.

**Methodology/Principal Findings:**

With the goal of gaining mechanistic insights into estrogen action and endocrine resistance, we classified estrogen-regulated genes by function, and determined the relationship between functionally-related genesets and the response to tamoxifen in breast cancer patients. Estrogen-responsive genes were identified by transcript profiling of MCF-7 breast cancer cells. Pathway analysis based on functional annotation of these estrogen-regulated genes identified gene signatures with known or predicted roles in cell cycle control, cell growth (i.e. ribosome biogenesis and protein synthesis), cell death/survival signaling and transcriptional regulation. Since inducible expression of c-Myc in antiestrogen-arrested cells can recapitulate many of the effects of estrogen on molecular endpoints related to cell cycle progression, the estrogen-regulated genes that were also targets of c-Myc were identified using cells inducibly expressing c-Myc. Selected genes classified as estrogen and c-Myc targets displayed similar levels of regulation by estrogen and c-Myc and were not estrogen-regulated in the presence of siMyc. Genes regulated by c-Myc accounted for 50% of all acutely estrogen-regulated genes but comprised 85% (110/129 genes) in the cell growth signature. siRNA-mediated inhibition of c-Myc induction impaired estrogen regulation of ribosome biogenesis and protein synthesis, consistent with the prediction that estrogen regulates cell growth principally via c-Myc. The ‘cell cycle’, ‘cell growth’ and ‘cell death’ gene signatures each identified patients with an attenuated response in a cohort of 246 tamoxifen-treated patients. In multivariate analysis the cell death signature was predictive independent of the cell cycle and cell growth signatures.

**Conclusions/Significance:**

These functionally-based gene signatures can stratify patients treated with tamoxifen into groups with differing outcome, and potentially identify distinct mechanisms of tamoxifen resistance.

## Introduction

Among several advances that have contributed to the decreased mortality from breast cancer observed in the past decade, the routine use of adjuvant endocrine therapies directed at the estrogen-estrogen receptor (ER) pathway is a major contributor [1], [2]. Tamoxifen, which blocks estrogen action at its receptor, increases survival following a diagnosis of breast cancer and prevents the development of breast cancer in high risk women [1]–[5]. The more recently-developed aromatase inhibitors, which block estrogen synthesis, appear to be even more effective therapies [6]. Thus, targeting the estrogen receptor pathway is a validated, effective, biologically-based therapy for breast cancer. However, the overall success of this therapeutic approach is limited by both intrinsic and acquired resistance. A significant proportion of patients with ER-positive tumors do not have sustained objective responses, and many who do initially respond subsequently relapse due to the acquisition of endocrine resistance [7]–[9]. Prospective identification of patients who are not good candidates for adjuvant endocrine therapy would substantially facilitate clinical decision-making. To address this need, several gene expression signatures that cosegregate with poor outcome in tamoxifen-treated breast cancer have been derived using gene expression profiling, prospectively-selected candidate genes or differentially-expressed estrogen-regulated genes [reviewed in 10]. A gene expression grade index (GGI) developed as a molecular correlate of histological grade also cosegregates with poor response to tamoxifen therapy [11]. There is little overlap between the genes contained within these signatures, other than the frequent inclusion of genes involved in cell proliferation, and thus although potentially clinically useful, they offer limited insight into the molecular basis of endocrine resistance.

The biochemical and molecular basis of antiestrogen (tamoxifen) resistance has been the subject of intense investigation. Aberrations in ER expression and function, alterations in coactivator and corepressor expression, ligand-independent activation of ER via growth factor-mediated phosphorylation events, a switch from estrogen-driven cell-proliferation to EGFR/erbB2-driven proliferation and the overexpression of various signaling molecules, particularly the mitogen-activated protein kinases and various isoforms of protein kinase C, have all been implicated in endocrine resistance [7]–[9]. Consistent with the idea that deregulation of estrogen target genes, particularly those that mediate cell proliferation and survival, is another potential mechanism of endocrine resistance, overexpression of the estrogen-targeted cell cycle regulatory molecules c-Myc and cyclin D1, which occurs at high frequency in the clinical setting, has been associated with altered sensitivity to endocrine therapy [reviewed in Ref. 12]. Inducible expression of these genes can over-ride antiestrogen-induced growth arrest [13] and overexpression can modulate sensitivity to clinically-relevant antiestrogens in *in vitro* models [reviewed in Ref. 12].

Since estrogen is a multifunctional hormone, we reasoned that the approach of seeking to identify a minimal gene set associated with adverse outcome in tamoxifen-treated patients and the binary nature of many of the resulting classifications might obscure some of the complexity of the underlying biology. Furthermore, several of the endocrine response signatures have been derived using hierarchical clustering, which may not consistently result in stable classification in independent sample sets [14]. With the goal of gaining further mechanistic insights into estrogen action and therefore into endocrine resistance, we sought to classify estrogen-regulated genes by function, and then determine the impact of deregulation of distinct functionally-related sets of genes on the response to tamoxifen in breast cancer patients.

## Results

### Gene expression profiling and identification of estrogen-regulated genes that are also c-Myc-regulated

Since inducible expression of c-Myc can overcome the inhibitory effects of antiestrogens and recapitulate many of the effects of estrogen on molecular endpoints related to cell cycle progression [13] we reasoned that determining which estrogen-regulated genes were also targets of c-Myc might provide insights into the role of c-Myc in different aspects of estrogen action and in antiestrogen resistance. To this end, a series of clonal MCF-7 cell lines was developed that inducibly express c-Myc or c-Zip (a deletion mutant of c-Myc that lacks the N-terminal transactivation domains). Representative clones that had 17β-estradiol (E_2_) and antiestrogen responses matched to those of the parental MCF-7 cells were chosen for further experiments (Fig. 1A&B). Zinc treatment resulted in increased c-Myc or c-Zip expression within 3 h, similar to the timing of E_2_ induction of c-Myc (see Fig. 1D). Induction of c-Myc led to re-initiation of cell cycle progression and regulation of molecular endpoints that mimicked the effects of E_2_, but induction of c-Zip was ineffective (Fig. 1). Cyclin D1 induction preceded S phase entry in E_2_-treated cells, but was not apparent in zinc-treated control or c-Myc transfected cells (Fig. 1D), consistent with previous data obtained using this model system [13].

**Figure 1:**
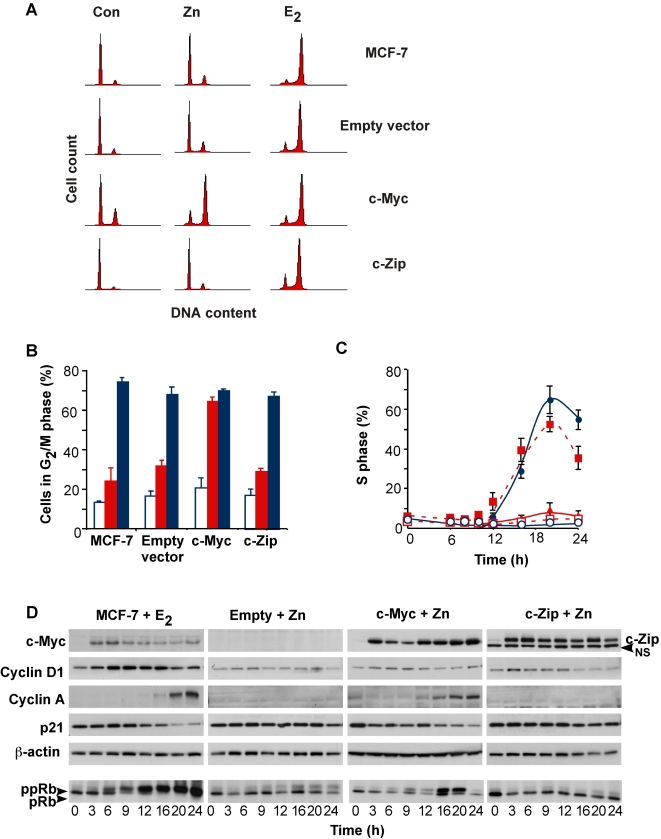
Effects of estrogen treatment and induction of c-Myc and c-Zip in antiestrogen-arrested cells. Cell lines stably transfected with the inducible vector pΔMT containing c-Myc, a c-Myc mutant lacking the entire N-terminal domain (c-Zip) or empty vector (Empty vector) were growth arrested with 10 nM ICI 182780 for 48 h. Cells were treated at time zero with either 100 nM 17β-estradiol (E_2_) or vehicle (ethanol, EtOH) for the parental MCF-7, and 65 µM zinc for empty vector, c-Myc and c-Zip. (A, B) Cells additionally treated with nocodazole to prevent cell division of estrogen-stimulated cells were harvested for analysis of cell cycle phase distribution by flow cytometry. A: Representative histograms 36 h after E_2_ and nocodazole treatment; B: mean±SD of 3 independent experiments. Control (EtOH): open bars; Zn (red) or E_2_ (blue). (C) The proportion of cells in S phase was determined by flow cytometry at intervals after E_2_ or Zn treatment. Data are mean±SD of 3 independent experiments. E_2_, • filled circles; c-Myc, ▪ filled squares; c-Zip, ▴ filled triangles; EtOH, ○ open circles; Empty vector, □ open squares. (D) Cell lysates were analysed by immunoblotting for the proteins shown. Arrowhead indicates a non-specific protein (NS).

Using mitotically-selected cells, we previously established that MCF-7 cell cycle progression is antiestrogen-sensitive in early-to-mid G_1_ phase, but becomes independent of estrogen signaling 3–4 h before S phase entry [15]. 

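RNA from 5 groups of cells was measured on 15 Affymetrix arrays, with 3 arrays per group from 3 independent experiments that each held every group. MCF-7 is a human breast cancer cell line that depends on estrogen, and the antiestrogen ICI blocks its estrogen receptor. All cells spent 48 h in 10 nM of this antiestrogen before a treatment of 6 h. Parental cells received 100 nM E_2_ or ethanol, while the empty vector, c-Myc and c-Zip lines received 75 µM zinc, which switches on the metallothionein promoter of the vector. The authors deposited 1 linear intensity per probeset and array, made with the Affymetrix MAS5 algorithm according to their processing notes. Every array had been scaled to the same trimmed mean, which was 149 in arbitrary units, and 26.7% to 28.3% of the probesets lay above an intensity of 100. These intensities were quantile-normalized across the 15 arrays, values under 16 were set to 16, and the log2 values were fitted with limma, with group and independent experiment as fixed effects and 8 residual degrees of freedom. Each comparison covered the probesets with a mean intensity above 100 in at least 1 of its groups. Numbers of regulated probesets are given at the study's threshold, a Benjamini–Yekutieli adjusted p under 0.01, and a gene is said to rise or fall at a Benjamini–Hochberg adjusted p under 0.05. Genes of a shared function were followed through 27 lists written before the data were examined, with camera, limma's test of whether a list moves more than the other genes. The platform's annotation names 1 gene for 41091 probesets, several for 1801 and none for 11721, and a gene is named here only from a probeset with 1 name or, for genes the study names, from the probeset in its Table S1 or Table S2. The number of arrays limits the precision of every value.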

We therefore selected a timepoint within the window of estrogen-dependent cell cycle progression, 6 h after estrogen treatment, and compared the gene expression profile generated after estrogen treatment with that following zinc induction of c-Myc or c-Zip. 

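Known targets of the estrogen receptor rose after 6 h of E_2_, whereas the interleukin 1 receptor gene IL1R1 and the protease gene TMPRSS2 fell. Of 35 measured estrogen receptor target genes, 27 rose and none fell (28 rose when adjusted over the list alone), with a median log2 fold change of 1.34 (camera adjusted p = 8.75e-21). TFF1, which encodes a secreted trefoil peptide, rose from an intensity of 1956 ± 949.9 to 8516 ± 1576 (SD, n = 3 arrays each), a log2 fold change of 2.21 (standard error 0.33, adjusted p = 0.00124) from limma. MYBL1, a transcription factor, rose by 3.36 (standard error 0.21, adjusted p = 9.87e-06), and SIAH2, a ubiquitin ligase, by 1.84. IL1R1 had a log2 fold change of -2.10 (standard error 0.21, adjusted p = 1.27e-04), TMPRSS2 had -2.06 and the p53-induced gene TP53INP1 had -1.79. Of 21 chaperone genes, whose products fold new proteins, 11 rose and none fell (15 rose when adjusted over the list alone), among them CCT6A at 0.82 and CCT2 at 0.42 (camera adjusted p = 1.01e-06, and adjusted p = 0.298 with an estimated correlation). Of 14 interferon response genes, none rose and 4 fell (6 when adjusted over the list alone; camera adjusted p = 0.0255, and adjusted p = 0.273 with an estimated correlation), and this list did not pass without ethanol replicate 1 (adjusted p = 0.142). In all, 431 of 16174 probesets passed the study's threshold in limma, 292 up and 139 down, and they represent 369 named genes, 246 up and 123 down. At a Benjamini–Hochberg adjusted p under 0.05, 1914 probesets rose and 2035 fell. Without ethanol replicate 2, the array on which control transcripts were detected mainly near their 3′ ends, 520 probesets passed the study's threshold, and without any single array of the other 5 in both groups 95 to 169 passed.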

Initially, genes that were significantly up- or down-regulated following E_2_ treatment compared with vehicle-treated cells were identified (n = 799 genes, represented by 939 probesets, adjusted p<0.01 i.e. false discovery rate 1%). The estrogen-regulated genes were then divided into those that were regulated in the same direction following c-Myc induction or E_2_ treatment but not regulated by c-Zip induction, designated ‘E_2_ and Myc’ (adjusted p<0.01, 402/799 genes i.e. 50%), and the remainder, designated ‘E_2_ not Myc’ (Fig. 2A, Table S1).

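Genes of ribosome assembly were among those that responded to both E_2_ and c-Myc, while the cyclin gene CCND1 passed with E_2_ and not with c-Myc. DKC1, which encodes the enzyme that modifies uridines of ribosomal RNA, rose by 1.66 (standard error 0.11, adjusted p = 1.35e-05) on the log2 scale with E_2_ and by 3.19 (standard error 0.11, adjusted p = 2.71e-07) with c-Myc in limma, and did not pass with c-Zip (0.67, standard error 0.11, adjusted p = 0.0672) unless ethanol replicate 2 was left out (adjusted p = 0.0322). FAM216A, listed by the study as HSU79274, rose by 1.51 and 2.91, and the RNA helicase gene DDX21 by 1.44 and 2.04. In the other direction BTG1, which restrains proliferation, had log2 fold changes of -1.26 with E_2_ and -1.34 with c-Myc. CCND1, which encodes cyclin D1, rose by 1.47 (standard error 0.19, adjusted p = 5.26e-04) with E_2_ and did not pass with c-Myc (-0.09, standard error 0.19, adjusted p = 0.737), and its response differed between the treatments by 1.56 (standard error 0.26, adjusted p = 0.0044). Of the 369 E_2_-regulated genes, 158 were also regulated in the same direction by c-Myc and not by c-Zip, which is 42.8% (Wilson 95% confidence interval 37.9% to 47.9%). These ‘E_2_ and Myc’ genes are 114 up and 44 down, and the 211 ‘E_2_ not Myc’ genes are 132 up and 79 down. The interval of the share treats genes as independent and leaves out the spread between arrays, as do those of the signatures below. Leaving out experiments or arrays gave shares of 0 to 46.8%, the lowest without replicate 1. For c-Myc against empty vector, 1615 of 16186 probesets passed in limma, 972 up and 643 down, and 1303 passed against c-Zip. For c-Zip against empty vector none of 15593 passed, with 14 at a Benjamini–Hochberg adjusted p under 0.05 and 1107 at an unadjusted p under 0.05 in limma. Among probesets tested in both comparisons, 134 rose with both E_2_ and c-Myc, where independent lists would share 14.6, and 51 fell with both, where they would share 5.30. Without ethanol replicate 2, which enters the shared estimate of the spread, 2768 probesets passed for c-Myc, and without any single array of the c-Myc or empty vector groups 569 to 968 passed. Against c-Zip 2369 passed without ethanol replicate 2 and 461 to 718 without any single array of those 2 groups.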

**Figure 2:**
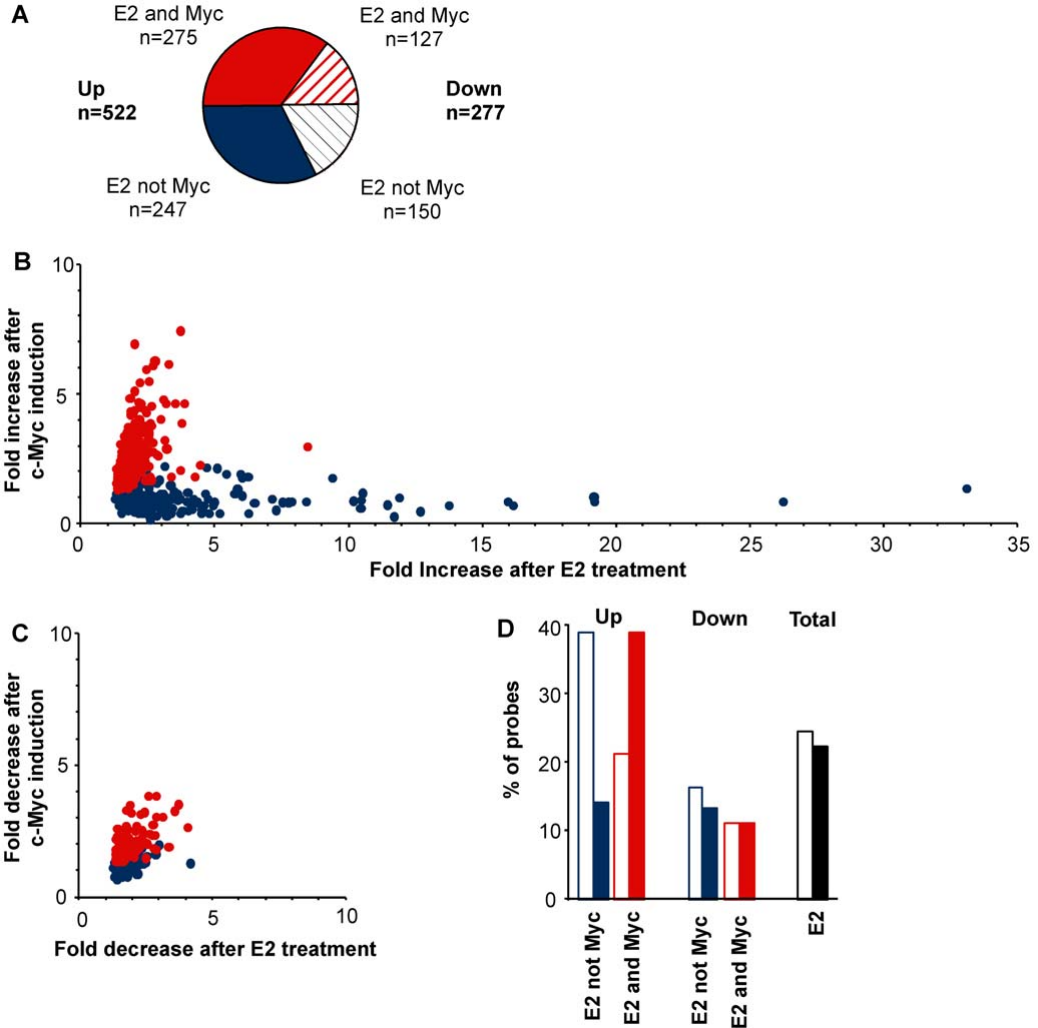
Comparison of genes regulated by estrogen and c-Myc. The experimental design is described in Fig. 1, except that a concentration of 75 µM Zn was used. After 6 h E_2_ or Zn treatment, cells were harvested and transcript profiling undertaken using Affymetrix Human Genome U133 Plus 2.0 oligonucleotide microarrays. After normalisation and correction for multiple hypothesis testing, probesets that were significantly regulated in the same direction by estrogen or c-Myc (but not by c-Zip) were identified (adjusted *P*<0.01). (A) The number of up-regulated (filled) or down-regulated (hatched) genes classified as ‘E_2_ and Myc’ (red) or ‘E_2_ not Myc’ (blue) is shown. (B, C) The fold change in the expression of significantly-regulated probesets following estrogen treatment (relative to vehicle (EtOH) treatment) is shown compared with that following zinc induction of c-Myc (relative to zinc treatment of empty vector cells) as the average of three independent experiments. Red: ‘E_2_ and Myc’; Blue: ‘E_2_ not Myc’. (D) The overlap between probesets in the indicated categories and publically available databases of estrogen-regulated genes (open bars) and c-Myc-regulated genes (filled bars) is shown.

The relationship between the response to E_2_ treatment or c-Myc induction for the 635 E_2_-upregulated probesets is shown in Fig. 2B. Those in the ‘E_2_ and Myc’ category formed a cluster which was largely distinct from the cluster designated ‘E_2_ not Myc’. 

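Among probesets that E_2_ raised, the ‘E_2_ not Myc’ set held genes that c-Myc moved the opposite way, such as the receptor gene RET and the corepressor gene NRIP1. HSPB8, a small heat shock protein gene, rose by 2.12 (standard error 0.13, adjusted p = 9.87e-06) with E_2_ and fell by 0.89 (adjusted p = 5.07e-04) with c-Myc in limma, and XBP1, a transcription factor gene of the secretory pathway, rose by 1.42 and fell by 0.79. Of the 158 ‘E_2_ not Myc’ up probesets, 115 were bright enough to be tested for c-Myc, and 29 of these rose with c-Myc, 37 fell and 49 did not pass at a Benjamini–Hochberg adjusted p under 0.05. Against both zinc-treated controls, empty vector and c-Zip, 22 rose and 32 fell. The E_2_ and c-Myc responses themselves differed for 140 of the 158, and for 56 of the 134 ‘E_2_ and Myc’ up probesets, by limma's test of the difference at the same threshold. The median log2 fold change with c-Myc was -0.08 for the ‘E_2_ not Myc’ probesets and 1.46 for the ‘E_2_ and Myc’ probesets. Of the 115, 16 (13.9%) lay above the smallest c-Myc response of the ‘E_2_ and Myc’ set, 0.55, and an ‘E_2_ and Myc’ probeset drawn at random had the larger response with a probability of 0.980. The c-Myc result defines both sets, so their separation is no independent evidence.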

At the zinc concentration used for the microarray experiment, c-Myc expression after zinc induction was higher than after estrogen treatment, and consequently genes in the ‘E_2_ and Myc’ category were more strongly regulated by c-Myc than by estrogen. 

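MYC mRNA was highest in the zinc-treated c-Myc line, at an intensity of 7095 ± 1542 (SD, n = 3 arrays) against 875 ± 334 (n = 3) in empty vector cells, a log2 fold change of 3.07 (standard error 0.31, adjusted p = 4.69e-05) from limma. E_2_ raised it from 1196 ± 719 to 3114 ± 1249.9 (SD, n = 3 each), a log2 fold change of 1.49 (standard error 0.31, adjusted p = 0.00669) from limma. In both comparisons each treated array lay above each control array (exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow). In c-Zip cells MYC was at 1169 ± 283, which did not pass against empty vector cells in limma (log2 fold change 0.46, standard error 0.31, adjusted p = 0.907). The c-Zip construct holds a mouse cDNA, so this human probeset need not detect it. The increase was larger with c-Myc than with E_2_ by 1.58 on the log2 scale (limma's test of the difference, adjusted p = 0.0338), but this difference passed in only 2 of the 12 fits that each left out a single array, without ethanol replicate 2 and without c-Myc replicate 1, with an adjusted p of 0.0525 to 0.0867 in the other 10. Of the 158 ‘E_2_ and Myc’ genes, 105 changed more with c-Myc than with E_2_, and their responses had a median size of 1.35 with c-Myc and 1.10 with E_2_ on the log2 scale. The median difference per gene was 0.22 in favor of c-Myc (SD 0.09 over the 3 experiments, in which it was 0.33, 0.15 and 0.26). Without any single ethanol array or E_2_ replicate 2 this difference was 0.06 to 0.12, and without any single empty vector array or c-Myc replicates 1 or 3 it was 0.36 to 0.42. Genes were classified anew in each of these fits, so the values rest on different sets of genes. NIFK, the study's MKI67IP, which binds the proliferation marker Ki-67, rose by 1.14 with E_2_ and 2.14 with c-Myc, and the nucleolar gene NOP16, the study's HSPC 111, by 1.71 and 2.68.

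**Figure D1:**
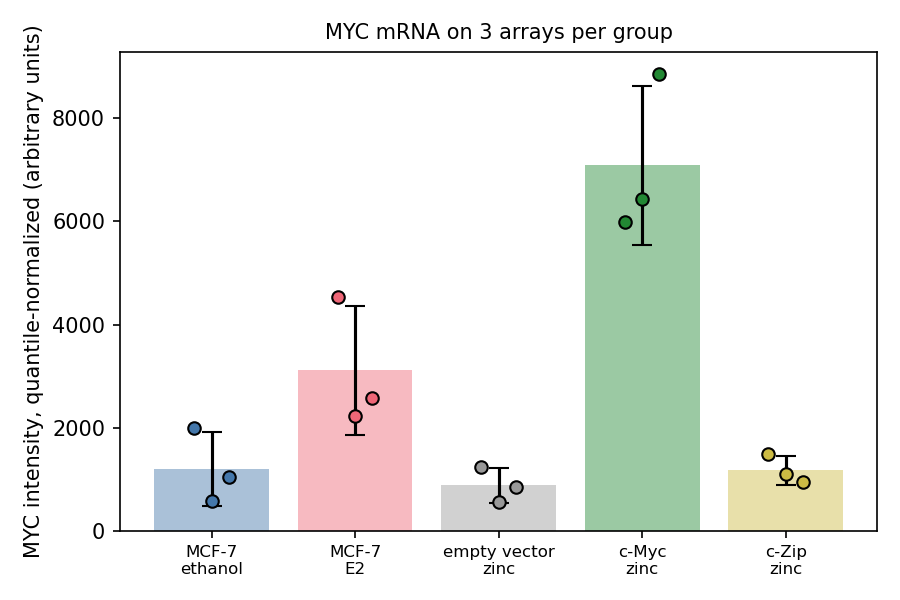
Intensity of MYC mRNA, in arbitrary units after quantile normalization, on the 15 arrays. Bars are group means, error bars the SD of 3 arrays and points single arrays; the c-Myc arrays lie above all others.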

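PGR, which encodes the progesterone receptor, rose with E_2_ from an intensity of 36.6 ± 10.5 to 676 ± 142 (SD, n = 3 arrays each), a log2 fold change of 4.22 (standard error 0.12, adjusted p = 5.68e-08) from limma. GREB1, which encodes a cofactor of the estrogen receptor, rose by 4.15 (standard error 0.28, adjusted p = 1.44e-05); with c-Myc its mean intensity was 38.1 against 27.0 in empty vector cells, too dim to be tested. AGR3, a secretory pathway gene, and CXCL12, which encodes a chemokine, also rose (fitted log2 fold changes 4.49 and 3.42, set in part by the floor, with 2 of 3 ethanol arrays under it), as did ELOVL2, which encodes a fatty acid elongase (4.33, with 1 of 3 under it). These probesets of PGR, AGR3, CXCL12 and ELOVL2 were also too dim to be tested with c-Myc, and an untested probeset can only fall in the ‘E_2_ not Myc’ set. The neuropeptide receptor gene NPY1R rose by 3.53 with E_2_. The ‘E_2_ not Myc’ set makes up 158 of the 292 probesets that E_2_ raised at the study's threshold. Of the 158, 115 were bright enough to be tested with c-Myc. From the fitted fold changes, these had a mean expression after c-Myc induction of 1.02 relative to empty vector cells and a median of 0.943. Taken within each of the 3 experiments, the mean ratio was 1.028, 1.032 and 1.050 (SD 0.0120), each above the value from the fit.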

The ‘E_2_ not Myc’ cluster included the most highly-regulated probes and had an average relative expression of 0.97 after c-Myc induction. In contrast, the distribution of downregulated probes in the ‘E_2_ not Myc’ category essentially overlapped with that of the probes in the ‘E_2_ and Myc’ category (Fig. 2C). 

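Most genes that E_2_ lowered were also lower with c-Myc, whichever set they were placed in. BIK, which encodes a protein that promotes apoptosis, had a log2 fold change of -1.24 (standard error 0.16, adjusted p = 4.82e-04) with E_2_ and -0.92 (standard error 0.16, adjusted p = 0.00109) with c-Myc in limma. ERBB3, a growth factor receptor gene, had -0.96 and -0.81, and ELF3, a gene for an epithelial transcription factor, -1.09 and -0.89. Of the 88 ‘E_2_ not Myc’ down probesets, 84 were tested for c-Myc, and 55 of these fell, 2 rose and 27 did not pass at a Benjamini–Hochberg adjusted p under 0.05; against both empty vector and c-Zip, 41 fell and 1 rose. Their median log2 fold change with c-Myc was -0.43, against -1.09 for the 51 ‘E_2_ and Myc’ down probesets. The range of the ‘E_2_ and Myc’ responses, which begins at a decrease of 0.59, held 27 of the 84 (32.1%), and an ‘E_2_ and Myc’ probeset had the larger decrease with a probability of 0.935.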

Databases of estrogen-responsive genes [16] and c-Myc targets [17] were used to give an indication of the proportion of the genes in each category that had been previously identified as either estrogen- or c-Myc-regulated. Almost 40% of the probes from the ‘E_2_ not Myc’ category that increased in expression were previously-documented estrogen targets (Fig. 2D), significantly more than the corresponding ‘E_2_ and Myc’ probes (*P* = 9.86×10^−7^, Fisher's exact test). A similarly high proportion of the probes in the ‘E_2_ and Myc’ category that increased in expression were present in the Myc target gene database (Fig. 2D), significantly more than in the ‘E_2_ not Myc’ category (*P* = 1.64×10^−12^), suggesting that this analysis identified many *bona fide* c-Myc targets that have not been previously described as estrogen targets. The presence of known c-Myc targets in the ‘E_2_ not Myc’ categories might result, in part, from misclassification, but likely also reflects cell-type specificity in the response to c-Myc induction. For example, *CCND1* (cyclin D1), which is among the genes in the ‘E_2_ not Myc’ category, is present in the c-Myc target gene database but does not increase after c-Myc induction in this experimental model ([13], see also Fig. 1D).

If a c-Myc-dependent pathway is an integral part of the response to estrogen, the changes in expression of targets in the ‘E_2_ and Myc’ category after estrogen treatment or zinc induction would be expected to be of similar magnitude, provided similar levels of c-Myc were achieved. To test this prediction, we adjusted the concentration of zinc so that the induction of c-Myc mRNA was similar to that after estrogen treatment (Fig. 3A), and examined the expression of selected genes from the ‘E_2_ and Myc’ category. The 5 genes examined all either increased (*HSU79274, HSPC 111, DKC1, MKI67IP*), or decreased (*CDKN1A*, encoding the CDK inhibitor p21^WAF1/Cip1^) in expression to a similar degree after E_2_ treatment or zinc induction of c-Myc (Fig. 2B–F). As a further test of the conclusion that these genes are estrogen regulated via an estrogen-mediated increase in c-Myc expression, MCF-7 human breast cancer cells were stimulated with E_2_ in the presence of siRNAs directed at c-Myc (siMyc). The most effective of the siRNAs tested, siMyc-17, reduced the estrogen induction of c-Myc protein and mRNA at 6–9 h from ∼5-fold to a statistically non-significant level of <2-fold (Fig. 4A&B and data not shown). In the presence of siMyc, none of the genes from the ‘E_2_ and Myc’ category tested (*HSU79274, DKC1, MKI67IP*), displayed significant induction after E_2_ treatment (Fig. 4C–E). In contrast two genes from the ‘E_2_ not Myc’ category, *GREB1* and *CCND1* (encoding cyclin D1), were both significantly induced by E_2_ in either the presence or absence of siMyc (Fig. 4F&G), despite evidence that *CCND1* is a Myc target in other systems. More detailed examination of the regulation of *HSPC 111* showed that its induction by estrogen required ongoing protein synthesis, did not occur in the presence of siMyc, and was accompanied by recruitment of c-Myc to the *HSPC 111* promoter [18]. In addition, others have shown that c-Myc is required for estrogen-mediated decreases in *CDKN1A* expression [19]. Thus, estrogen regulation of all of these 5 genes from the ‘E_2_ and Myc’ category is dependent on c-Myc. Together these data provide strong evidence that our analysis reliably distinguished genes regulated by ‘E_2_ and Myc’ from those regulated by ‘E_2_ not Myc’, and that genes in the ‘E_2_ and Myc ‘ category are regulated via estrogen induction of c-Myc.

**Figure 3:**
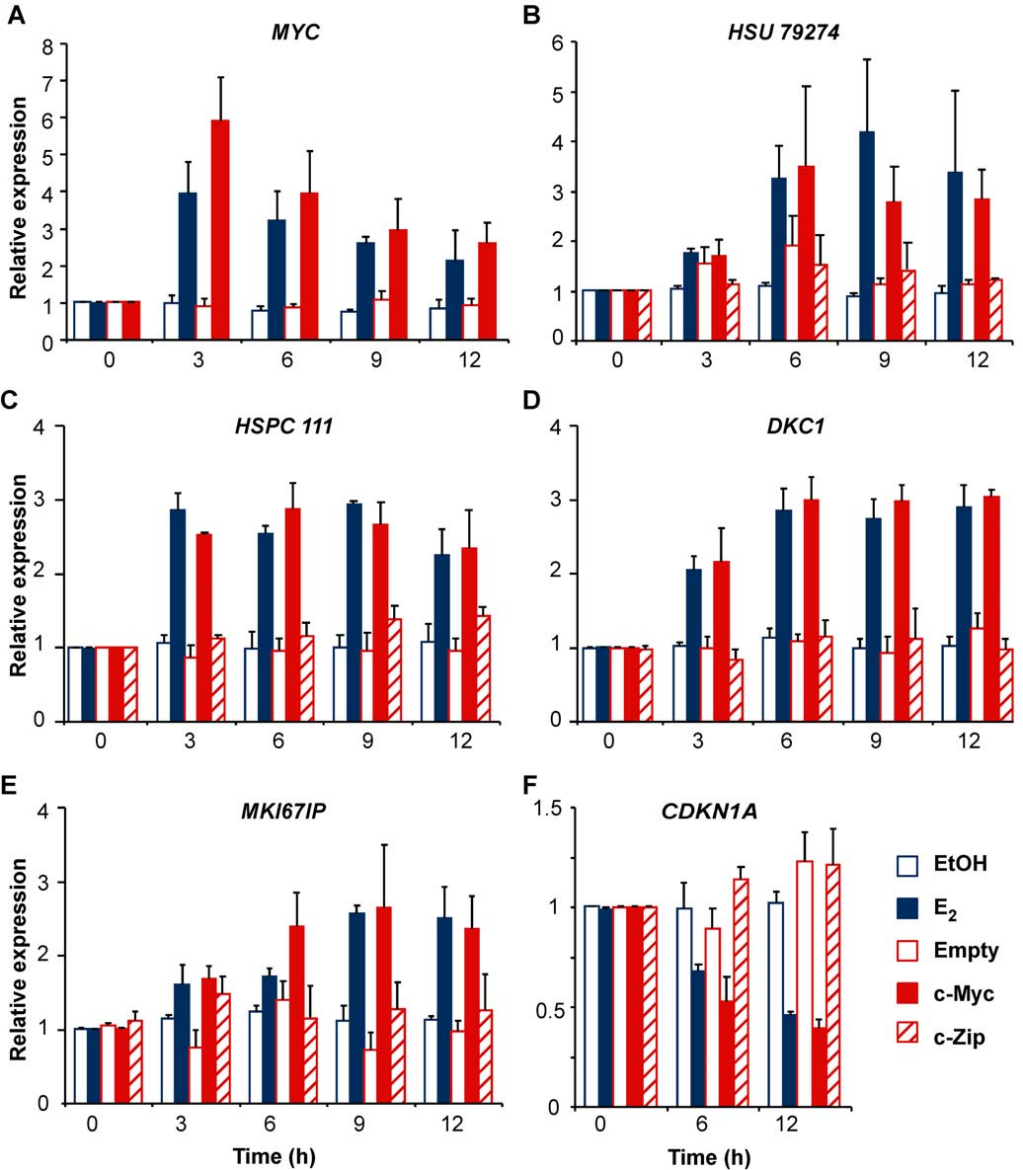
Estrogen and c-Myc regulation of selected genes. The experimental design is described in Fig. 1. For the indicated genes, mRNA levels were quantitated by qRT-PCR and are presented as the mean±range or SEM of 2–3 experiments. EtOH, E_2_, Empty and c-Myc data in (C) are redrawn from [18].

**Figure 4:**
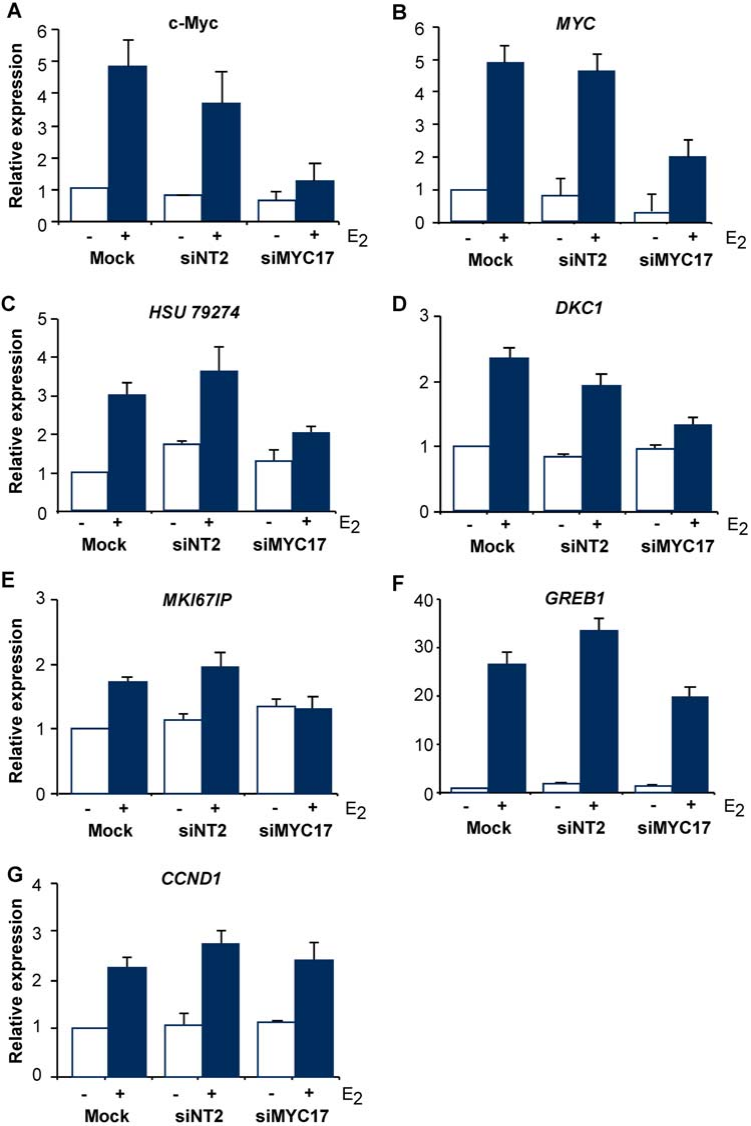
Effect of RNAi-mediated knockdown of c-Myc on regulation of selected genes after estrogen treatment. Cells were mock-transfected or transfected with 50 nM of control (non-targetting siRNA, siNT2) or Myc siRNA (siMYC17), treated with antiestrogen (ICI 182780) for 48 h, and then treated with E_2_ for 6 h (A) or 9 h (B–G). (A) Protein lysates were immunoblotted for c-Myc 6 h after E_2_ treatment and quantitated by densitometry. Data are the mean±range or SEM of 2–3 experiments. (B–G) For the indicated genes, mRNA levels were quantitated by qRT-PCR and are presented as the mean±SEM of 3 experiments.

### Pathway analysis of estrogen- and c-Myc-regulated genes

In order to develop hypotheses about the biological processes regulated by estrogen in this system we undertook further analysis using the gene ontology tool Onto-Express [20] and Ingenuity Pathways Analysis, which uses a curated database of known functional interactions to identify networks of mammalian genes. 

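E_2_ raised genes of ribosome assembly, tRNA charging and RNA polymerases I and III, while the list of ribosomal proteins did not pass. Of 47 ribosome biogenesis genes, 38 rose, none fell and 9 did not pass in limma (40 rose when adjusted over the list alone), with a median log2 fold change of 0.85 (camera adjusted p = 1.84e-21). NOLC1, which encodes a chaperone of small nucleolar RNA particles, rose by 1.35 (standard error 0.10, adjusted p = 2.83e-05), and DDX10, an RNA helicase gene, by 1.76 (standard error 0.15, adjusted p = 6.13e-05). Of 17 genes of RNA polymerases I and III, 8 rose and none fell (9 up and 1 down when adjusted over the list alone; camera adjusted p = 5.23e-04); POLR1B, a large subunit of polymerase I, rose by 1.22. Of 18 aminoacyl-tRNA synthetase genes, 10 rose and none fell (also 10 when adjusted over the list alone; camera adjusted p = 4.47e-06), FARSB by 1.00 and LARS1 by 0.80. Of 34 translation factor genes, 11 rose and 2 fell (the same numbers when adjusted over the list alone; camera adjusted p = 0.00249). Of 48 genes for cytosolic ribosomal proteins, RPL24 rose, none fell, and the list did not pass (camera adjusted p = 0.421); no member passed when adjusted over the list alone, and RPL24 lost its call without any single array of either group except ethanol replicate 3 (adjusted p of 0.0636 to 0.168). Of 25 genes of nucleotide synthesis, 13 rose and none fell (also 13 when adjusted over the list alone; camera adjusted p = 2.65e-05, and adjusted p = 0.372 with an estimated correlation), with PPAT, the first enzyme of purine synthesis, at 1.03 and GART at 1.12.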

The entire set of estrogen-regulated genes, i.e. both ‘E_2_ and Myc’ and ‘E_2_ not Myc’, contained a significant over-representation of genes in gene ontology biological process categories related to ribosome biogenesis, the cell cycle and cell death (Table 1). Ingenuity analysis of this geneset identified 4 networks with high scores for relevance to the input dataset. These had the following functional annotations: cancer, cell cycle, DNA replication, gene expression and cell death. One network consisted of genes with roles in the cell cycle and its gene signature was expanded by including estrogen-regulated genes from gene ontology categories related to the cell cycle and DNA replication (Fig. 5A, Table S2). Ingenuity analysis of the ‘E_2_ not Myc’ signature identified one high-scoring network that contained genes with roles in cell death and substantially overlapped with two of the high-scoring networks identified using the entire set of estrogen-regulated genes. The main clusters of the latter networks were therefore combined, and the resulting signature expanded by addition of genes from gene ontology categories related to cell death (Fig. 5B, Table S2). The fourth Ingenuity network derived from the entire estrogen-regulated geneset, consisting of genes with roles in transcriptional regulation, was not further modified (Fig. 5C, Table S2).

**Figure 5:**
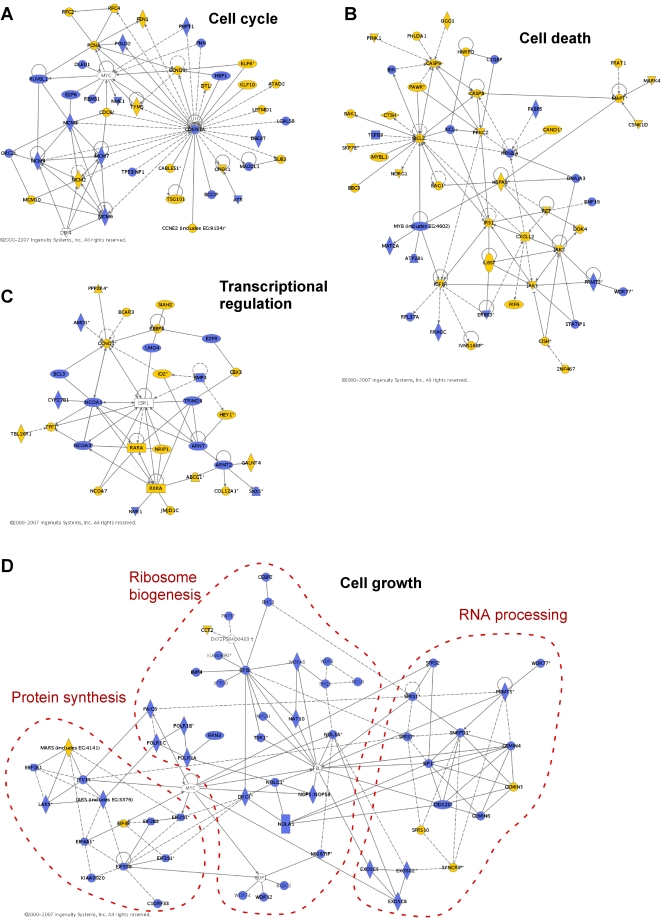
Networks of estrogen-regulated genes. Gene ontology, Ingenuity Pathways analysis and HiMAP were used as detailed in the text to generate networks of estrogen-regulated genes identified by transcript profiling after 6 h estrogen treatment of antiestrogen-arrested cells. Yellow: ‘E_2_ not Myc’; blue: ‘E_2_ and Myc’. Some genes were included for the purposes of illustration e.g. *ESR1*, encoding the ER, and are not coloured. A: cell cycle; B: cell death; C: transcriptional regulation; D: cell growth.

**Table 1:** Gene ontology of all estrogen-regulated genes.

GO ID	Function Name	Unique UniGene Total	Unique Reference UniGene Total	Corrected P-Value
GO:0006364	rRNA processing	13	37	1.79E-09
GO:0007046	ribosome biogenesis	7	15	1.39E-08
GO:0008033	tRNA processing	9	37	2.69E-06
GO:0006412	protein biosynthesis	25	260	1.34E-04
GO:0006260	DNA replication	17	97	7.97E-07
GO:0006270	DNA replication initiation	6	19	1.75E-05
GO:0048015	phosphoinositide-mediated signaling	4	16	1.63E-03
GO:0006164	purine nucleotide biosynthesis	4	11	1.03E-03
GO:0009396	folic acid and derivative biosynthesis	3	7	1.66E-03
GO:0009113	purine base biosynthesis	3	4	2.58E-03
GO:0008285	negative regulation of cell proliferation	14	134	3.17E-03
GO:0000079	regulation of cyclin dependent protein kinase activity	5	35	6.36E-03
GO:0000074	regulation of cell cycle	18	213	7.49E-03
GO:0008632	apoptotic program	3	9	8.61E-03
GO:0007264	small GTPase mediated signal transduction	20	199	7.22E-04
GO:0042493	response to drug	3	15	9.18E-03

The analysis used Onto-Express, with a binomial distribution model and false discovery rate (FDR) correction for multiple comparisons. Only categories with 3 or more genes are presented, and categories with related functions have been grouped together.

The functional annotation of the final gene signatures was confirmed using Ingenuity (Table S3). 

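E_2_ raised genes of the replication machinery and the G_1_ cyclins and lowered the cell cycle inhibitor CDKN1A. Of 36 measured DNA replication genes, 25 rose and none fell (27 rose when adjusted over the list alone), with a median log2 fold change of 0.83 (camera adjusted p = 1.09e-12, and adjusted p = 0.153 with an estimated correlation). Among subunits of the replicative helicase, MCM2, MCM3, MCM6 and MCM7 rose by 1.36, 0.91, 1.25 and 1.35 in limma. MCM4 rose by 0.92 (standard error 0.27, adjusted p = 0.031), a call lost without any single array of either group except ethanol replicates 2 and 3 (adjusted p up to 0.116). PCNA, the sliding clamp of DNA polymerase, rose by 0.93 (standard error 0.15, adjusted p = 0.00216), and the clamp loader genes RFC2 and RFC4 by 0.72 and 0.95; RFC4 did not pass without E_2_ replicate 2 (adjusted p = 0.0601). CCNE2, which encodes cyclin E2, rose from 60.8 ± 43.5 to 264 ± 61.2 (SD, n = 3 arrays each), a fitted log2 fold change of 2.41 (adjusted p = 4.52e-04) from limma that is set in part by the floor, with 1 of 3 ethanol arrays under it, and CDC6, which loads the helicase, rose by 2.60. CDKN1A encodes p21 and had log2 fold changes of -1.02 (standard error 0.12, adjusted p = 3.81e-04) with E_2_ and -0.74 (standard error 0.12, adjusted p = 9.52e-04) with c-Myc. With c-Myc, MCM2, MCM3, MCM6, MCM7 and RFC2 rose by 0.61 to 1.11, while CCNE2 (0.43) and CDC6 (0.50) did not pass. CCNE2 was at 190 ± 96.9 in empty vector cells and 255 ± 118 with c-Myc. CDC6 was at 45.1 ± 8.77 with ethanol, 272 ± 27.7 with E_2_, 142 ± 40.1 in empty vector cells and 225 ± 120 with c-Myc. Its level in empty vector cells was above that with ethanol (log2 fold change 1.63, limma adjusted p = 0.0264). That call was lost without any single array of these groups except ethanol replicate 2 (adjusted p of 0.0649 to 0.105). MCM4 rose by 0.83 with c-Myc, a call lost without empty vector replicates 2 or 3 or c-Myc replicates 1 or 3 (adjusted p up to 0.123). PCNA (0.32) and RFC4 (0.56) did not pass with c-Myc, although both did so without c-Myc replicate 2 (adjusted p = 0.0363 and 0.0405) and RFC4 also without ethanol replicate 2 (adjusted p = 0.0237). Of 16 genes of the passage from G_1_ to S phase, 4 rose and 3 fell with E_2_ (8 and 3 when adjusted over the list alone; camera adjusted p = 0.0247, and adjusted p = 0.441 with an estimated correlation), and the list did not pass without ethanol replicate 3 (adjusted p = 0.0563). Of 19 mitosis genes, 2 rose and 3 fell (the same numbers when adjusted over the list alone; camera adjusted p = 0.966).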

The annotation of the ‘cell cycle’ signature revealed a highly significant overrepresentation of genes involved in: DNA replication and DNA metabolism, e.g. several MCMs, PCNA, RFC2 and RFC4; cell cycle control, e.g. *CCND1* and *CCNE2*, encoding cyclins D1 and E2, respectively, and *CDKN1A,* the gene encoding p21^Waf1/Cip1^, which forms a central node in this network; and cancer, including breast cancer. The ‘cell death’ signature was annotated as containing genes involved in cell death, apoptosis and survival. 

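E_2_ moved apoptosis genes in both directions, raising the anti-apoptotic gene BAG1 and lowering the pro-apoptotic genes BAK1 and BIK. BAG1 rose by 1.16 (standard error 0.13, adjusted p = 3.08e-04) on the log2 scale in limma, and BAK1, which permeabilizes the mitochondrial membrane, had a log2 fold change of -1.35 (standard error 0.19, adjusted p = 0.00105). CASP8, an initiator caspase gene, rose by 0.98. Of 28 measured apoptosis regulators, 6 rose, 6 fell and 16 did not pass (9 and 7 when adjusted over the list alone; camera adjusted p = 0.199). Of the 55 genes of the study's ‘cell death’ signature that were measured, 31 rose and 22 fell with E_2_; the study chose these genes on the same samples, so this count is no independent evidence.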

Cancer was also over-represented in this network. Interestingly, for this signature the functional annotations within cancer included invasion and migration as well as cell death and general oncogenic processes (Table S3), and cell movement was significantly overrepresented overall. The ‘transcriptional regulation’ signature included a number of nuclear receptor coregulators, and many of the genes have documented functional interactions with the estrogen receptor (*ESR1*) (Fig. 5C). 

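The corepressor gene NRIP1 rose with E_2_, while the coactivator gene NCOA1, the receptor partners ARNT and ARNT2 and the nuclear receptor gene RXRA fell. NRIP1 rose by 1.71 (standard error 0.12, adjusted p = 1.44e-05) on the log2 scale in limma. RXRA encodes a partner of many nuclear receptors and fell by 1.00 (standard error 0.13, adjusted p = 5.32e-04). NCOA1 had -0.79 (standard error 0.11, adjusted p = 6.99e-04), ARNT2 -1.41 and ARNT -0.83, which did not pass without E_2_ replicate 2 (adjusted p = 0.0652). NCOA7 had -0.92, and NCOA2 -0.59 (standard error 0.19, adjusted p = 0.0439), a call that was lost without any single array of either group except ethanol replicate 3 (adjusted p of 0.0532 to 0.172). ESR1, the gene of the estrogen receptor, did not pass (-0.27, standard error 0.13, adjusted p = 0.154). Of 27 measured nuclear receptor and coregulator genes, 2 rose, 7 fell and 18 did not pass (the same numbers rose and fell when adjusted over the list alone; camera adjusted p = 0.199). Of the 31 genes of the study's ‘transcriptional regulation’ signature, chosen on these samples and so no independent evidence, 14 rose and 16 fell with E_2_.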

The annotation of this network identified transcription and cancer as significantly over-represented, as was development of the mammary alveolus, albeit with a small number of genes (Table S3).

The gene ontology classifications of estrogen-regulated genes and the processes represented by the Ingenuity networks displayed many overlapping categories. However, several processes linked by their importance in cell growth, i.e. the increase in cell mass that accompanies progress through the cell cycle, were amongst those most significantly over-represented in the gene ontology (Table 1) but were not well-represented in the Ingenuity networks, i.e. rRNA processing, ribosome biogenesis and protein biosynthesis. This was likely because much of the current understanding of these processes is based on studies in model systems other than mammalian cells. We therefore extended our analysis by predicting likely interactions using the Human Interactome Map (HiMAP), which builds networks based on known protein-protein interactions in human cells and on predictions from interactions in model organisms including yeast, co-ordinate expression in a panel of human tissue samples, shared biological function and conserved protein-protein interaction domains [21]. A gene signature for ‘cell growth’ was compiled from an initial small subnetwork identified by Ingenuity, together with genes that were in relevant gene ontology categories or encoded proteins that proteomic analysis has assigned to the nucleolus [22], [23], and estrogen-regulated genes that were predicted by HiMAP to have direct connections to these genes. The network generated by HiMAP from this list of genes was redrawn using Ingenuity (Fig. 5D) and contained three major clusters that were largely composed of predicted, rather than known, interactions. Using the gene ontology classifications, data from proteomic analysis of the human ribosome biogenesis pathway [23] and annotation of the final network using Ingenuity, these clusters were identified as genes involved in protein synthesis or RNA post-transcriptional modification, particularly splicing, and components of the 90S pre-ribosomal complex (Tables S2 & S3), consistent with the HiMAP prediction of functionally relevant interactions between these genes.

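c-Myc raised nearly every measured gene of ribosome assembly, and with them genes of translation and of the mitochondrial ribosome. Of 47 ribosome biogenesis genes, 46 rose with c-Myc and none fell in limma (also 46 when adjusted over the list alone), with a median log2 fold change of 1.51 (camera adjusted p = 6.69e-26). WDR3, a component of the complex that processes the small ribosomal subunit, rose by 2.92 (standard error 0.12, adjusted p = 5.23e-07), and LYAR, a nucleolar regulator, by 2.60. Of 18 genes of RNA polymerases I and III, 15 rose and none fell (also 15 when adjusted over the list alone; camera adjusted p = 7.09e-08), led by the polymerase I subunit POLR1E at 2.18 (standard error 0.10, adjusted p = 8.83e-07). Of 34 translation factor genes, 23 rose and none fell (26 rose when adjusted over the list alone; camera adjusted p = 4.44e-09), EIF5B by 1.17 and EIF3M by 1.11. Of 50 genes of the mitochondrial ribosome, 29 rose and none fell (31 rose when adjusted over the list alone; camera adjusted p = 3.32e-10), MRPS2 by 1.46 and MRPL4 by 1.32. Of 18 aminoacyl-tRNA synthetase genes, 13 rose and none fell (14 rose when adjusted over the list alone; camera adjusted p = 1.91e-05), and of 25 genes of nucleotide synthesis 17 rose and none fell (18 rose when adjusted over the list alone; camera adjusted p = 1.99e-08, and adjusted p = 0.236 with an estimated correlation). Of 48 cytosolic ribosomal protein genes, 9 rose and none fell (3 rose when adjusted over the list alone), with a median log2 fold change of 0.11 (camera adjusted p = 0.00968, and adjusted p = 0.112 with an estimated correlation). Of the 120 genes of the study's ‘cell growth’ signature, which the study chose on these samples, 110 rose and 5 fell with E_2_, a count that is no independent evidence.

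**Figure D2:**
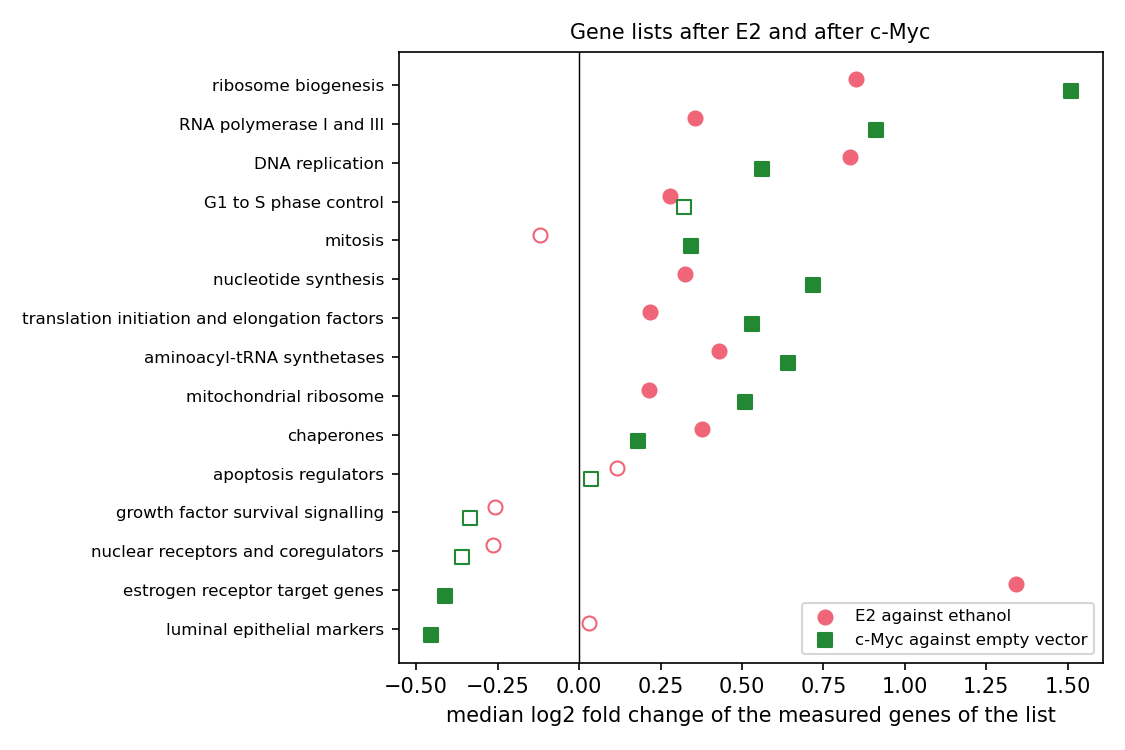
Median log2 fold change of 15 gene lists after E_2_ (circles, against ethanol) and after c-Myc (squares, against empty vector), over the measured genes of each list, n = 3 arrays per group. Filled symbols mark a camera adjusted p under 0.05 and open symbols the others; ribosome biogenesis lies farthest to the right for c-Myc at 1.51.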

To gain potential insights into the role of c-Myc in estrogen-responsive biological processes, we determined what fraction of the genes in each signature was regulated by c-Myc in our experimental model (Fig. 5, Table S2). In total the ‘cell cycle’ gene signature contained 60 genes, of which 27 (45%) were regulated by both estrogen and c-Myc. Similarly, of the ‘transcriptional regulation’ signature 12 of 31 genes (39%) were regulated by c-Myc. 

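In the ‘cell cycle’ signature, the checkpoint gene MAD2L1 rose with E_2_ and c-Myc alike, by 1.05 (standard error 0.16, adjusted p = 0.00159) and 1.33 (standard error 0.16, adjusted p = 1.66e-04) on the log2 scale in limma, while DNA primase PRIM1 rose by 1.89 with E_2_. Of the 30 signature genes that passed the study's threshold for E_2_, 13 also did so for c-Myc, which is 43.3% (Wilson 95% confidence interval 27.4% to 60.8%; Fisher's exact test against the 158 of 369 E_2_-regulated genes, two-sided, p = 1, odds ratio 1.02). Without empty vector replicate 3 the share was 26.3%. At a Benjamini–Hochberg adjusted p under 0.05 and over all 60 signature genes, 37 moved with c-Myc as with E_2_, 2 moved the opposite way and 21 did not pass for c-Myc. The study chose its 4 signatures on these samples.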

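Of the ‘transcriptional regulation’ genes, E2F6, which represses E2F targets, rose by 1.64 (standard error 0.12, adjusted p = 2.20e-05) on the log2 scale with E_2_ and by 0.76 with c-Myc in limma. In this signature 17 genes passed the study's threshold for E_2_, and 4 of them did so for c-Myc too (23.5%, Wilson 95% confidence interval 9.56% to 47.3%; Fisher's exact test, two-sided, p = 0.137, odds ratio 0.412). The share was 36.8% without ethanol replicate 2, and 8.33 to 14.3% without E_2_ replicate 2, empty vector replicates 1 or 3 or any single c-Zip array; of the fits without a single array, the exact test passed in that without c-Zip replicate 2 (p = 0.0173). With c-Myc, 6 of the 31 signature genes rose and 15 fell at a Benjamini–Hochberg adjusted p under 0.05 in limma, 17 of them in the direction of E_2_ and 4 in the other, a count on genes selected from these samples.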

The proportion of genes in these two networks regulated by estrogen and c-Myc was comparable with the 50% overall proportion (*P* = 0.42 and 0.20, respectively, Fisher's exact test). However, genes regulated by both estrogen and c-Myc comprised only one-third of the total genes in the ‘cell death’ network (19/55, i.e. 35%), significantly different from the overall proportion (*P* = 0.017). Conversely, the ‘cell growth’ gene signature contained significantly more genes regulated by c-Myc (102/123, 83%, *P* = 5.5×10^−16^). These data suggest that the degree to which estrogen regulation of cell cycle, cell growth and cell death is secondary to the induction of c-Myc varies significantly.

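In the ‘cell death’ signature, JAK2, a kinase gene of cytokine signaling, rose by 2.09 (standard error 0.23, adjusted p = 2.40e-04) on the log2 scale with E_2_ and did not pass with c-Myc (-0.34, standard error 0.23, adjusted p = 0.285) in limma. In empty vector cells it was above the ethanol level (log2 fold change 0.97, limma adjusted p = 0.0255). That call was lost without any 1 of the 3 empty vector arrays (adjusted p of 0.0654 to 0.116). Of the 22 genes that passed the study's threshold for E_2_, 5 did so for c-Myc, which is 22.7% (Wilson 95% confidence interval 10.1% to 43.4%; Fisher's exact test, two-sided, p = 0.0758, odds ratio 0.394). At a Benjamini–Hochberg adjusted p under 0.05, 28 of the 55 measured signature genes moved with c-Myc as with E_2_.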

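In the ‘cell growth’ signature, NOLC1, whose protein moves between nucleolus and cytoplasm, rose with c-Myc by 2.02 (standard error 0.10, adjusted p = 1.03e-06) on the log2 scale in limma, and DKC1 and NIFK also rose with both treatments. Of the 43 genes that passed the study's threshold for E_2_, 36 did so for c-Myc, which is 83.7% (Wilson 95% confidence interval 70.0% to 91.9%; Fisher's exact test, two-sided, p = 2.28e-07, odds ratio 6.84). Without replicate 2 the exact test did not pass (6 of 8 genes, 75%, p = 0.123; p of 2.81e-19 to 0.123 over its alternatives). Against the E_2_-regulated genes outside the signature the same exact test gave p = 9.90e-09. At a Benjamini–Hochberg adjusted p under 0.05, 105 of the 120 measured signature genes moved with c-Myc as with E_2_ and 1 moved the opposite way.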

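Measured as medians over the study's signatures, the size of the response to E_2_ was 0.84 on the log2 scale for ‘cell growth’, 1.04 for ‘cell cycle’, 0.90 for ‘cell death’ and 1.00 for ‘transcriptional regulation’, and that to c-Myc, in the direction the study lists for E_2_, was 1.09, 0.75, 0.49 and 0.42. From the shares of c-Myc-regulated genes in these signatures, the paper proposes that estrogen acts through c-Myc to a different degree in cell growth, the cell cycle and cell death.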

### Role of c-Myc induction in estrogen stimulation of cell cycle progression and cell growth

Cell growth is necessary but not sufficient for S phase entry and the two processes are closely co-ordinated [24]. Our pathway analysis indicated that estrogen may regulate cell growth principally via c-Myc. To test this prediction, we examined whether estrogen regulated cell growth in this model system. The first rate-limiting step in ribosome biogenesis is transcription of the 45S rRNA precursor, which is subsequently processed to yield rRNAs that are integral to the ribosomal subunits. The 5′ externally transcribed spacer (5′ETS) of the 45S rRNA began to increase in abundance 6–8 h after estrogen treatment (Fig. 6A), significantly preceding the initiation of DNA synthesis, which was first apparent after 12 h (Fig. 6B). Similarly, total protein synthesis measured by [^35^S]-methionine incorporation was increased by 6–9 h after estrogen treatment (Fig. 6C). These endpoints were then measured in antiestrogen-arrested MCF-7 human breast cancer cells stimulated with E_2_ in the presence ofsiMyc-17, which reduced the induction of c-Myc protein to less than 2-fold (Fig. 6D, see also Fig. 4). Under these conditions, the increase in 5′ETS levels was inhibited, as was estrogen induction of total protein synthesis (Fig. 6E). Thus, estrogen activates ribosome biogenesis and protein synthesis in a c-Myc-dependent manner, as predicted by our pathway analysis.

**Figure 6:**
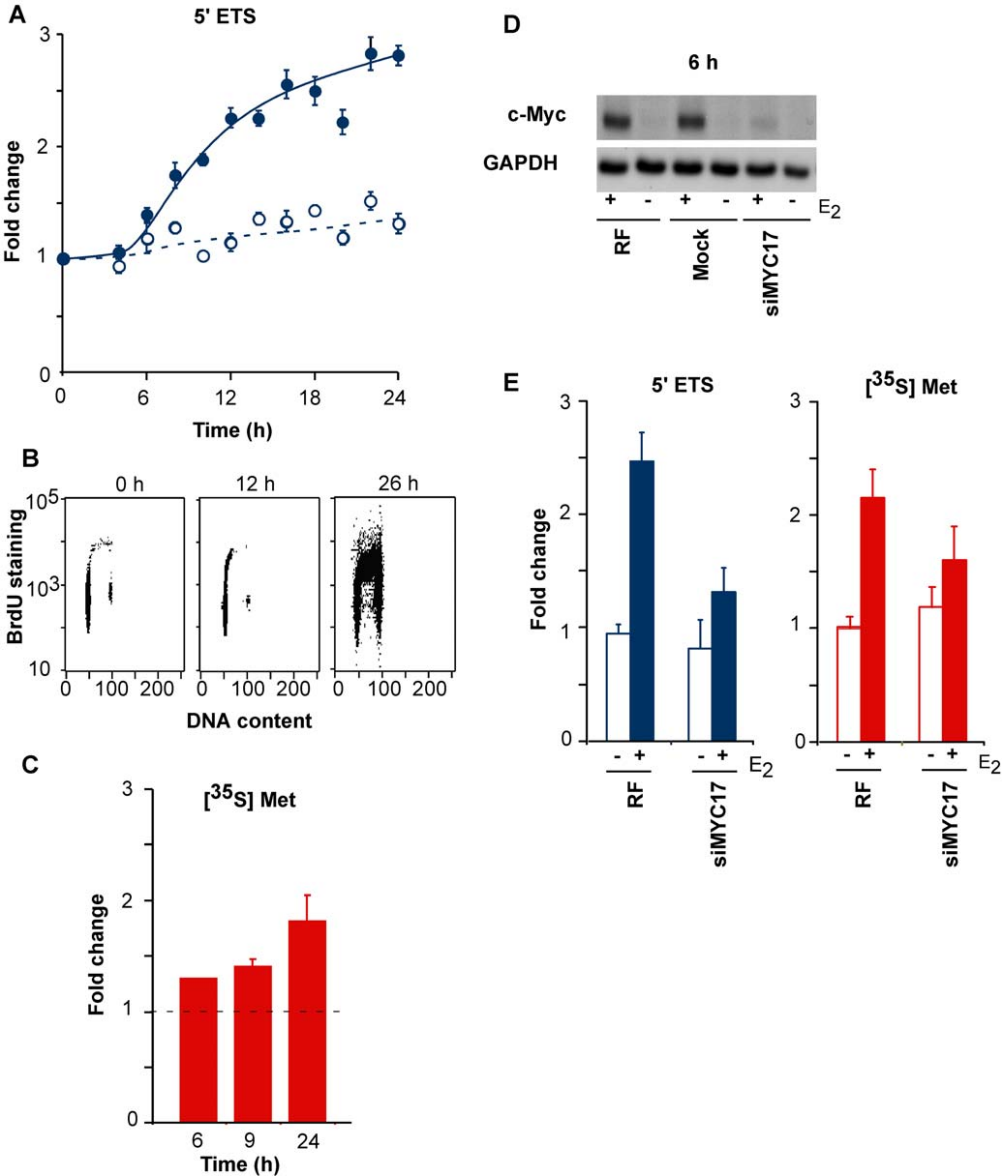
Effect of RNAi-mediated knockdown of c-Myc on cell growth after estrogen treatment. A, B: MCF-7 cells were growth arrested with 10 nM ICI 182780 for 48 h then treated with either 100 nM E_2_ or vehicle (ethanol) (A) Abundance of the 5′ETS of the 45S rRNA transcript was measured using qRT-PCR. Vehicle control, ○ open circles; estrogen, • filled circles. Data are mean±SEM of triplicate experiments. (B) Cells treated with E_2_ for the indicated times were additionally treated with BrdU 2 h before harvesting. BrdU content (immunofluorescence) and DNA content (propidium iodide staining) were measured using 2 parameter flow cytometry. (C) Overall protein synthesis was measured by [^35^S]-methionine incorporation at the indicated times after E_2_ treatment. Data are mean±range or SEM of 2–3 experiments. D, E: Cells were mock-transfected or transfected with 100 nM of control (RISC-free, RF,) or Myc siRNAs (siMYC17), treated with antiestrogen (ICI 182780) for 48 h, and then treated with 100 nM E_2_ or vehicle (ethanol). (D) Protein lysates were immunoblotted for c-Myc. (E) 5′ETS abundance (qRT-PCR) and protein synthesis ([^35^S]-methionine incorporation) were measured in the presence of control (RF) and c-Myc siRNAs (siMyc17) in duplicate experiments.

### Relationship between functional signatures and response to endocrine therapy

To determine whether the individual processes regulated by estrogen might have different impacts on the response to endocrine therapy, we examined the relationship between the estrogen-regulated gene signatures and breast cancer patient outcome using transcript profiles generated from a population of 246 women with ER-positive breast cancer who received tamoxifen as their only adjuvant systemic therapy [11]. A semi-supervised principal component method [25] was used to assess the ability of each signature to predict time to development of distant metastasis. The ‘cell cycle’, ‘cell death’ and ‘cell growth’ signatures were all prognostic (Table 2, Fig. 7A), but the ‘transcriptional regulation’ signature was not, although it contained some genes that were individually significant predictors of outcome (for example, *CCND1* and *NCOA1/SRC-1*). *MYC* was not prognostic as a continuous variable (*P* = 0.372), and its inclusion in either the cell cycle or cell growth signatures did not influence their predictive ability. The three signatures that were significant remained predictive in multivariate models against standard clinicopathological parameters i.e. patient age, tumor grade, tumor size and lymph node status, whether analysed using the interquartile range (Table 3, models 1–3) or when treated as continuous variables (Cell cycle *P* = 0.001, HR 1.016, 95% CI 1.007–1.025; cell death *P* = 0.0001, HR 1.022, 95% CI 1.011–1.033; cell growth *P* = 0.002, HR 1.015, 95% CI 1.005–1.024). Since the ‘cell cycle’ and ‘cell growth’ signatures were strongly correlated with tumor grade, grade was omitted from the models for these signatures. To determine if the gene signatures gave prognostic information additional to the clinical variables described above, we generated a predictor based on a principal components analysis using the clinical variables, and then developed additional models using both the clinical variables and the individual gene signatures. Using this alternative approach, each signature still added significantly to the risk prediction using the clinical covariates alone (Cell cycle *P* = 0.002; cell death *P* = 0.05; cell growth *P* = 0.04).

**Figure 7:**
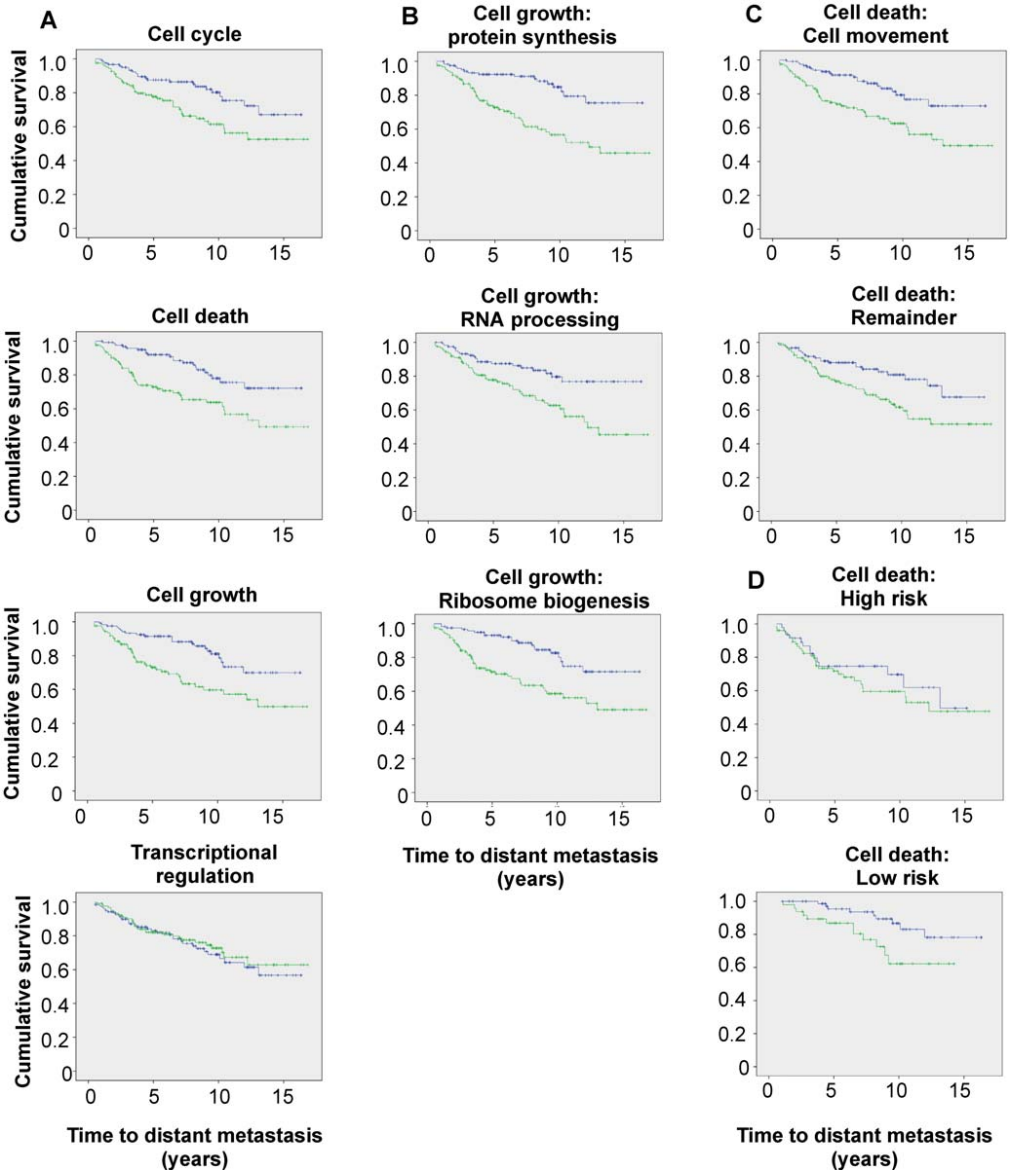
Relationship between estrogen-regulated gene signatures and response to tamoxifen therapy. Kaplan-Meier survival curves of the relationship between time to distant metastasis and the indicated gene signatures, dichotomised at the 50th percentile, in a cohort of 246 breast cancer patients treated with tamoxifen. (A) Signatures illustrated in Fig. 5. (B) Subsets of the ‘cell growth’ signature. (C) Subsets of the ‘cell death’ signature. (D) Patients were sequentially stratified using the ‘cell death’ and ‘cell cycle’ signatures.

**Table 2:** Analysis of functional signatures in tamoxifen-treated patients.

Signature	Log rank P
Cell cycle	**0.036**
Cell death	**0.004**
Cell movement	**0.014**
Remainder	0.076
Cell growth	**0.01**
RNA processing	**0.03**
Ribosome biogenesis	**0.001**
Protein synthesis	**0.002**
Transcriptional regulation	0.85

The log-rank p was generated after 500 permutations.

**Table 3:** Cox regression analysis.

Variable	HR	95%CI	*P*
**Model 1**			
Cell cycle	4.028	1.816–8.937	**0.001**
Patient age	0.833	0.283–2.449	0.740
Tumor size	1.948	1.129–3.361	**0.017**
Nodal status	1.274	0.729–2.226	0.396
**Model 2**			
Cell death	6.096	2.013–18.459	**0.001**
Patient age	0.902	0.267–3.049	0.868
Grade	1.011	0.636–1.608	0.962
Tumor size	1.988	1.059–3.734	**0.033**
Nodal status	1.323	0.718–2.439	0.370
**Model 3**			
Growth	3.690	1.561–8.726	**0.003**
Patient age	0.959	0.333–2.761	0.937
Tumor size	1.875	1.081–3.252	**0.025**
Nodal status	1.411	0.819–2.432	0.215
**Model 4**			
Cell cycle	2.401	0.993–5.804	0.052
Cell death	3.006	1.258–7.185	**0.013**
Cell growth	2.097	0.798–5.514	0.133
**Model 5**			
Cell death	3.344	1.400–7.987	**0.007**
Cell cycle	2.785	1.203–6.446	**0.038**
Patient age	0.672	0.266–2.351	0.790
Tumor size	1.881	1.088–3.254	**0.024**
Nodal status	2.430	0.772–2.430	0.282
**Model 6**			
Cell death	3.421	1.450–8.075	**0.005**
Cell growth	2.469	1.003–6.081	**0.049**
Patient age	0.876	0.299–2.564	0.809
Tumor size	1.846	1.062–3.210	**0.030**
Nodal status	1.429	0.821–2.489	0.207

For each signature the interquartile HR is shown i.e. highest vs. lowest quartile. Grade is treated as a continuous variable (1 vs. 2 vs. 3) while tumor size (≤2 cm vs. >2 cm), age (≤50 vs. >50 yrs), and nodal status (negative vs. positive) are binary variables.

To gain possible insights into the contribution of components of the processes represented by each signature, we further divided the signatures. When the ‘cell growth’ signature was subdivided into components representing RNA processing, ribosome biogenesis and protein synthesis, each was individually prognostic (Table 2, Fig. 7B). Because the ‘cell death’ signature contained some genes that also had roles in processes that might be expected to affect metastasis, i.e. cell migration and invasion, we assessed the prognostic ability of genes with a ‘cell movement’ annotation compared with the remainder of the signature. The ‘cell movement’ subgroup was predictive (Table 2, Fig. 7C). However, although for the remainder of the ‘cell death’ signature the high risk and low risk groups diverged, this was not statistically significant (Table 2, Fig. 7C).

The question of whether these signatures identified distinct groups of patients is important in relation to both their potential clinical utility and a better understanding of the underlying biological mechanisms. There were strong correlations between the cell cycle and cell growth signatures (r = 0.653, p<0.01), but weaker associations between cell cycle and cell death (r = 0.326, p<0.01), or cell growth and cell death (r = 0.385, p<0.01). Consistent with the idea that the cell death signature might identify a distinct subset of patients, the discordance between classification on the basis of the cell cycle or cell death signatures was 42%, compared with 27% between the cell cycle and cell growth signatures. Furthermore, patients classified as low risk based on the ‘cell death’ signature, but not those classified as high risk on this basis, could be separated into groups of differing outcome on the basis of the ‘cell cycle’ signature (p = 0.015 and 0.67, respectively; Fig. 7D). Finally, multivariate analysis comparing all three signatures as continuous variables revealed that the cell death signature was predictive independent of the other two signatures whether analysed using the interquartile range (Table 3, Model 4), or as continuous variables (Cell cycle *P* = 0.058, HR 1.010, 95% CI 1.000–1.021; cell death *P* = 0.009, HR 1.013, 95% CI 1.003–1.023; cell growth *P* = 0.287, HR 1.006, 95% CI 0.995–1.017). In models including either ‘cell cycle’ or ‘cell growth’ against ‘cell death’ and the clinicopathological variables, all remained predictive when analysed using the interquartile range (Table 3, Models 5&6), although ‘cell growth’ did not when treated as a continuous variable (Cell death vs cell cycle: cell cycle *P* = 0.006, HR 1.013, 95% CI 1.004–1.023; cell death *P* = 0.038, HR 1.010, 95% CI 1.001–1.020. Cell death vs. cell growth: cell death *P* = 0.005, HR 1.014, 95% CI 1.004–1.024; cell growth *P* = 0.081, HR 1.009, 95% CI 0.999–1.019). The ‘cell death’ and ‘cell cycle’ signatures therefore apparently confer independent prognostic information.

## Discussion

Estrogen action is necessary both for the normal development of the female reproductive organs, including the mammary gland, and for the development and proliferation of a majority of human breast cancers. However, understanding the mechanisms underlying the physiological effects of this important hormone and how their deregulation impacts on sensitivity to therapies directed at the ER remains a significant challenge.

### Role of c-Myc in estrogen action

By analysis based on functional annotation of acutely estrogen-regulated genes we have identified gene signatures that encompass four different aspects of estrogen action, and contain different proportions of c-Myc-responsive genes: cell cycle control, cell growth, cell death and transcriptional regulation. The proportion of human protein-coding genes that is c-Myc-responsive is estimated at 10–15% and many non-coding RNAs are also regulated by c-Myc [26]. In addition, c-Myc and ERα binding sites co-localise near the transcription start site of a subset of estrogen-responsive genes [27]. Nonetheless, the observation that as many as half of estrogen-responsive genes are also c-Myc-responsive is striking and unexpected, and argues strongly for a critical role for c-Myc in estrogen action. This was revealed by our focus on the acute effects of E_2_ and use of an experimental model designed to maximise sensitivity to the ability of E_2_ to promote the G_1_-S phase transition, in contrast with previous analyses which have often been undertaken over longer timeframes or in experimental models with less sensitivity to effects on proliferation. The different contributions of c-Myc-responsive genes to the different estrogen-responsive signatures indicates that the role of c-Myc may be specific to some processes, rather than global.

The ‘cell cycle’ network presented here integrates upstream cell cycle regulatory molecules with those more directly involved in DNA replication i.e. PCNA, Cdc6, and the MCMs. Recent evidence that c-Myc is associated with the pre-replication complex suggests one means by which estrogen could regulate DNA replication [28]. However, c-Myc regulates the number of replication origins rather than the rate of replication fork movement [28], while estrogen increases the rate of replication fork movement [29]. Since many of these DNA replication genes are E2F-responsive, estrogen stimulation of E2F activity as cells progress through G_1_ phase [30], [31] provides a likely mechanism for their activation. Interestingly, *CDKN1A*, the gene encoding p21^Waf1/Cip1^, is a prominent hub linking many of the genes within the ‘cell cycle’ signature, consistent with studies identifying p21^Waf1/Cip1^ as an important effector of c-Myc action on the cell cycle in estrogen-treated cells [13], [19]. Had this not already been known, our analysis would have suggested p21^Waf1/Cip1^ as a strong candidate for further investigation, highlighting the ability of these functional pathways to provide mechanistic insights and suggesting that some of the hubs in other networks merit further investigation as mediators of estrogen action.

Like the ‘cell cycle’ signature, the ‘transcriptional regulation’ signature contained approximately equal proportions of c-Myc-regulated genes and genes unresponsive to c-Myc activation. Prominent in the ‘transcriptional regulation’ network are a number of nuclear receptor coregulators (the coactivators NCOA1/SRC-1/RIP160, NCOA2/SRC-2/GRIP1, NCOA3/AIB1/SRC-3, NCOA7, ARNT, ARNT2 and the corepressor NRIP1/RP140), which play a central role in transcriptional activation by members of the nuclear receptor superfamily [32] and which were regulated in a manner consistent with the well-known ligand-activated downregulation of estrogen receptor signaling [33]. 

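c-Myc lowered the coregulator genes NCOA1, ARNT and ARNT2, which E_2_ also lowers, and raised the coactivator gene PPARGC1B. Against empty vector, ARNT had a log2 fold change of -0.86 (standard error 0.20, adjusted p = 0.00579) in limma, ARNT2 -0.96 (standard error 0.17, adjusted p = 0.0015) and NCOA1 -0.49 (standard error 0.11, adjusted p = 0.00448). Against c-Zip they fell by 1.09, 1.00 and 0.92 on the log2 scale. NRIP1, which rises with E_2_, had a log2 fold change of -0.53 (standard error 0.12, adjusted p = 0.00441) with c-Myc, and the acetyltransferase gene KAT2B -1.22. NCOA2 (-0.45) and NCOA7 (-0.37) did not pass for c-Myc against empty vector, although both did so without c-Myc replicate 2 (adjusted p = 0.0162 and 0.00472) and NCOA2 also without empty vector replicate 2 (adjusted p = 0.0481). PPARGC1B rose by 2.31 and the orphan receptor gene ESRRA by 0.86. Of 25 measured nuclear receptor and coregulator genes, 4 rose and 6 fell with c-Myc (the same numbers when adjusted over the list alone; camera adjusted p = 0.534). In empty vector cells, which received zinc, NCOA1, ARNT, ARNT2 and KAT2B fell by 0.98, 0.78, 0.87 and 0.84 on the log2 scale relative to ethanol-treated parental cells; ARNT did not pass without ethanol replicate 3 or any 1 of the 3 empty vector arrays (adjusted p of 0.0752 to 0.105), nor ARNT2 and KAT2B without empty vector replicates 1 or 2 (0.0544 to 0.0624).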

Interestingly, NCOA1, ARNT and ARNT2 and one of two probsets for NCOA3 were also significantly downregulated by c-Myc, suggesting that c-Myc-mediated repression may also contribute to this response.

Estrogen regulates both RNA and protein synthesis, an important physiological response that was the focus of much early work on estrogen action [34]. However, the molecular mechanisms for estrogen effects on cell growth remain largely unexplored. We show here that almost all of the acutely estrogen-regulated genes with roles in cell growth are also c-Myc targets, and that estrogen activation of rRNA synthesis and protein synthesis depends on c-Myc. The idea that estrogen regulates cell growth via c-Myc is supported by evidence that estrogen induction of c-Myc in the rodent uterus is not prevented by progesterone, which inhibits DNA synthesis but not growth [35], and the known role of c-Myc in regulating cell growth in mammalian cells [24], [36].

Like the ‘cell cycle’ network, the ‘cell death’ network contains both effectors and upstream regulators. 

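BCL2, which encodes the anti-apoptotic protein Bcl-2, rose from an intensity of 288 ± 46.3 to 542 ± 37.9 with E_2_ (SD, n = 3 arrays each), a log2 fold change of 0.92 (standard error 0.13, adjusted p = 0.00111) from limma. It did not pass with c-Myc (-0.08, standard error 0.13, adjusted p = 0.695), and its responses to E_2_ and c-Myc differed by 1.00 (standard error 0.19, adjusted p = 0.00749). With c-Myc, BCL2L1, the gene of the related survival protein Bcl-xL, had a log2 fold change of -1.03 (standard error 0.15, adjusted p = 5.14e-04), and the death receptor gene TNFRSF10A rose by 1.46. Of 29 measured apoptosis regulators, 9 rose and 7 fell with c-Myc (10 and 7 when adjusted over the list alone; camera adjusted p = 0.622).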

Bcl-2 acts as a hub connecting many of the effectors, consistent with the well-documented role of Bcl-2 as a mediator of the anti-apoptotic effects of estrogen [37], [38]. 

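The receptor tyrosine kinase gene RET and the kinase gene JAK1 rose with E_2_ and fell with c-Myc. RET rose from an intensity of 135 ± 40.2 to 617 ± 191 with E_2_ (SD, n = 3 arrays each), a log2 fold change of 2.20 (standard error 0.16, adjusted p = 2.01e-05) from limma, and had -1.04 (standard error 0.16, adjusted p = 5.61e-04) with c-Myc. The RET changes given here are from the probeset with the larger E_2_ change. Another RET probeset went from 252 ± 52.1 to 365 ± 47.5 with E_2_. It was at 132 ± 15.4 with c-Myc against 177 ± 34.6 in empty vector cells. JAK1 rose by 0.83 (standard error 0.14, adjusted p = 0.00253) with E_2_ and had a log2 fold change of -0.91 (standard error 0.14, adjusted p = 6.16e-04) with c-Myc. IRS1, which carries the signal of the insulin and IGF receptors, rose by 1.19 (standard error 0.20, adjusted p = 0.00235) and did not pass with c-Myc (0.27). IGF1R, the IGF receptor gene, rose by 1.12 (standard error 0.26, adjusted p = 0.0111), and another probeset rose by 1.11; the former did not pass without E_2_ replicate 2 (adjusted p = 0.0589). The responses to E_2_ and c-Myc differed for RET by 3.24 (standard error 0.22, adjusted p = 3.51e-05) and for JAK1 by 1.74 (standard error 0.20, adjusted p = 5.93e-04), but the difference did not pass for IGF1R (1.12, standard error 0.36, adjusted p = 0.0655) or IRS1 (0.92, standard error 0.28, adjusted p = 0.0526). It passed for IGF1R without empty vector replicate 3 (adjusted p = 0.0275) and for IRS1 without ethanol replicate 2, E_2_ replicate 1 or c-Myc replicate 1 (adjusted p of 0.0136 to 0.0353). These IGF1R differences are from the first probeset alone. The other IGF1R probeset went from 222 ± 30.9 to 477 ± 47.9 with E_2_ (SD, n = 3 arrays each). It was at 233 ± 26.0 with c-Myc against 289 ± 48.2 in empty vector cells, and the test of its difference is not given here. Of 23 measured genes of growth factor survival signaling, 9 rose and 7 fell with E_2_ (9 and 9 when adjusted over the list alone), with a median log2 fold change of -0.26, a mean of 0.09 and a camera adjusted p of 0.749. With c-Myc, 2 of 24 rose and 9 fell (2 and 10 when adjusted over the list alone; camera adjusted p = 0.0503), and the list passed without ethanol replicate 2, empty vector replicate 2 or c-Myc replicates 1 or 2 (adjusted p of 0.0236 to 0.0445).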

The ‘cell death’ signature also contains components of survival signaling pathways, e.g. receptor tyrosine kinases (IGF1R and Ret) and their effectors (IRS1, Jak1, Jak2) that are increased in response to estrogen treatment. The implications of transcriptional regulation of these signaling pathways has been much less well-studied than their regulation by protein-protein interactions and phosphorylation, but a co-ordinate increase in expression is likely to result in enhanced survival signaling. Estrogen suppression of apoptosis resulting from growth factor deprivation is c-Myc dependent [39] but genes regulated by c-Myc were under-represented in the ‘cell death’ signature. However, our experimental model, i.e. cells cultured in the presence of serum and insulin, is rich in survival factors, and the ability of estrogen to enhance survival signaling may further oppose the ability of c-Myc to promote apoptosis in this model.

### Deregulation of estrogen action and endocrine resistance

An association between increased breast cancer proliferation and poor outcome in response to endocrine therapies is clearly apparent from studies measuring both individual markers of proliferation (e.g. Ki67) and gene signatures associated with reduced survival [10], [40]–[42]. The particularly poor outcome of highly proliferative ER-negative breast cancers and the association between signatures containing prominent proliferation-related components, for example the genomic grade signature [11], and poor outcome in both untreated and tamoxifen-treated ER+ve breast cancers [10], raises the question of whether increased proliferation *per se* is a marker of an adverse prognosis, or whether there are aspects of loss of proliferative control that affect response to individual therapies. Whether the signatures identified here are specifically predictive of response to tamoxifen or might also be associated with poor response to other therapies remains to be determined. However, in contrast with previous analyses in breast cancer, we have distinguished cell cycle/cell growth, and cell survival signatures that are independent predictors of outcome in tamoxifen-treated patients.

A recent analysis of ‘molecular concepts’ associated with progression of prostate cancer identified increased protein synthesis and enrichment at chromosome 8q, which includes *MYC* (8q24), as features distinguishing the precursor lesion prostatic intraepithelial neoplasia (PIN) from benign epithelium [43]. The proliferation signature was distinct from the protein synthesis network, and although both increased during disease progression, they did so at different stages [43], consistent with the idea that enhanced cell cycle progression and enhanced cell growth may reflect different initiating events. In our analysis c-Myc-responsive genes predominated in the ‘cell growth’ signature, which contains many of the most strongly c-Myc-regulated genes. 

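With c-Myc, GAL, a neuropeptide gene, rose by 3.19 (standard error 0.46, adjusted p = 4.05e-04) on the log2 scale in limma. PCDH10, which encodes a protocadherin, and NABP1, a gene of DNA repair, lay under the floor on all 3 empty vector arrays and rose by at least 5.83 and 3.93; ABCC4, an efflux transporter gene, also rose (fitted value 3.71, set in part by the floor, with 1 of 3 empty vector arrays under it). Of the 158 ‘E_2_ and Myc’ genes, 36 belong to the ‘cell growth’ signature, and they held 3 of the 10, 6 of the 20 and 13 of the 40 strongest responses to c-Myc, where 2.28, 4.56 and 9.11 would fall by chance (Fisher's exact test, two-sided, p = 0.125 for the 40). The median size of the response was 1.57 inside the signature and 1.27 outside it.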

The ‘cell growth’ signature may therefore be a surrogate measure of deregulated c-Myc expression that identifies a subset of proliferative, endocrine-resistant breast cancers with distinct biology.

The poor outcome associated with the ‘cell growth’ signature may reflect a specific resistance to endocrine therapies associated with deregulation of c-Myc. However, the ‘wound signature’, which is induced by co-ordinate amplification of *MYC* and *CSN5/JAB1/COPS5* [44], is predictive of a poor outcome in a cohort of patients with ER-positive cancers who were more commonly treated with chemotherapy than endocrine therapy [45], suggesting that deregulation of c-Myc may result in resistance to multiple therapies.

The well-established role of estrogen in promoting cell survival suggests that increased apoptosis might be associated with a better clinical response to endocrine therapies. However, clinical studies addressing this question have often revealed conflicting data, perhaps because of inherent difficulties in accurately monitoring the dynamics of apoptosis *in vivo* [reviewed in 46]. As found by another study identifying genes differentially expressed in tamoxifen-sensitive and -insensitive breast cancer [47], the adverse outcome predicted by the ‘cell death’ signature was associated with both pro-apoptotic and anti-apoptotic changes in gene expression. Consequently the likely effect of the observed changes in expression within the ‘cell death’ signature is not clear. The dual role of a subset of genes within the signature in regulating invasion and motility provides another mechanism whereby their deregulation may impair response to endocrine therapies. For example, Bcl-2, which has functional interactions with many other genes within the signature, has been implicated in estrogen regulation of invasion downstream of RelB [48].

In summary, the main findings of this work are the predominance of c-Myc as a target of estrogen action, its specific role as a mediator of estrogen effects on cell growth, and the ability of functionally-based gene signatures to stratify patients treated with tamoxifen into groups with differing outcome, potentially identifying distinct mechanisms of tamoxifen resistance. This provides an opportunity to identify new therapeutic options for endocrine-resistant breast cancer.

## Materials and Methods

### Plasmid construction and transfection

The plasmids pΔMT and pΔMT-Myc, which contain a metal-inducible metallothionein promoter [49] have been previously described [13]. pΔMT-c-Zip was constructed using the mouse c-Zip cDNA subcloned from KS c-Zip [50]. MCF-7 cells were transfected with either pΔMT, pΔMT-c-Myc or pΔMT-c-Zip together with a plasmid containing a selectable marker (puromycin). Multiple individual puromycin-resistant colonies (10–20 for each construct) were isolated, expanded and characterised.

### Cell culture, DNA flow cytometry and measurement of protein synthesis

MCF-7 cells were maintained as previously described [51]. Stock solutions of the pure antiestrogen ICI 182780 {7α-[9-(4,4,5,5-pentafluoropentyl-sulfinyl)nonyl]estra-1,3,5(10)-triene-3,17β−diol} and the steroid estradiol (17β-estradiol) were prepared as described previously [52]. Stocks of Nocodazole {methyl-[5-(2-thienyl-carbonyl)-1H-benzimidazol-2-yl] carbamate} were prepared in DMSO and used at a final concentration of 50 ng/ml.

Exponentially proliferating cells were growth arrested by pretreatment for 48 h with the steroidal antiestrogen ICI 182780 (10 nM) and then treated with either 100 nM E_2_ or 65 µM Zn (as ZnSO_4_) as previously described [13]. DNA analysis by flow cytometry was as previously described [13]. To measure protein synthesis MCF-7 cells were labeled with 45 μCi [^35^S]-methionine for 20 mins as previously described [53].

### Myc siRNA

siRNAs (siMyc-17 (D-003282-17-0050), non-targeting control 2 (D-001210-02-20) and RISC-Free siRNA (D-001220-01-20)) were purchased from Dharmacon (Lafayette, Colorado, USA) and transfected at 50 or 100 nM using Lipofectamine 2000 (Invitrogen). Transfection with fluorescinated siRNAs showed that >98% of target cells were transfected. The siRNA/transfection mix was removed 24 h after transfection and replaced with fresh RPMI medium containing ICI 182780 (10 nM). After a further 48 h the cells were treated with vehicle (ethanol) or E_2_ (17-β estradiol, 100 nM).

### Western blot analysis

Cell lysates were prepared and immunoblotted as previously described [52]. The following primary mouse monoclonal antibodies were used: cyclin D1 (DSC-6, Novocastra, Laboratories Ltd, Newcastle-upon-Tyne, UK), β-actin (AC-15, Sigma, St Louis, MO, USA), p21 (610233; BD Transduction Laboratories, Lexington, KY, USA), p27 (610241, BD Transduction Laboratories, Lexington, KY, USA), pRB (554136, BD Pharmigen, San Diego, CA, USA), c-Myc (9E10, Santa Cruz Biotechnology Inc, Santa Cruz, CA, USA). The following primary rabbit polyclonal antibodies were used: cyclin A (C-19), and c-Myc (C-19) (Santa Cruz Biotechnology).

### Quantitative Real-Time PCR

Total RNA was isolated using the RNAeasy kit (Qiagen) from E_2_ or vehicle and Zn-treated cells and reverse-transcribed using the Reverse Transcription System (Promega, NSW, Australia). Real-time PCR was performed using an ABI Prism 7900HT Sequence Detection System using inventoried Taq-Man probes (Applied Biosystems, Foster City, CA, USA). *GAPDH* and *RPLPO* were used as internal controls.

### Transcript profiling and microarray data analysis

RNA was collected in three independent experiments, each including parental cells treated with E_2_ or ethanol, zinc-treated pΔMT-c-Myc cells, zinc-treated pΔMT-c-Zip cells and zinc-treated empty vector (pΔMT) cells. Cells were arrested for 48 h with 10 nM ICI 182780 and then treated for 6 h with either 100 nM E_2_ or ethanol vehicle, or 75 µM zinc for the stably transfected cell lines. Target probes were prepared and hybridised to Affymetrix Human Genome U133 Plus 2.0 oligonucleotide microarrays (Millennium Science, Box Hill, Vic, Australia) according to the manufacturer's instructions. The microarray data are available through the Gene Expression Omnibus (GEO) database (accession number GSE11791).

Quality of the arrays was assessed using histograms of probe intensity, RNA degradation plots and Affymetrix-style quality control measures generated using functions within the *affy* and *simpleaffy* package of Bioconductor [54]. The arrays showed similar ‘gamma’ shaped distributions of probeset intensities, and had scaling factors of 0.995–2.048 units, confirming their high quality and suitability for batch normalization. 

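The array of ethanol replicate 2 stood apart from the other 14. Its signal for the 3′ end of ACTB, which encodes the cytoskeletal protein actin, was 5.68 times that for the 5′ end, against 1.11 to 1.29 on the other arrays, and the ratio for GAPDH, a glycolytic enzyme gene, was 2.49 against 0.967 to 1.08. The bacterial control dap, which is added to the RNA before labeling, gave 1.74, within the 1.47 to 1.82 of the other arrays. The log2 values of this array had a mean correlation of 0.850 with the others, whose own means lay between 0.909 and 0.945. Its median intensity of 21.5 lay within the 17.7 to 24.6 of the other arrays before normalization.

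**Figure D3:**
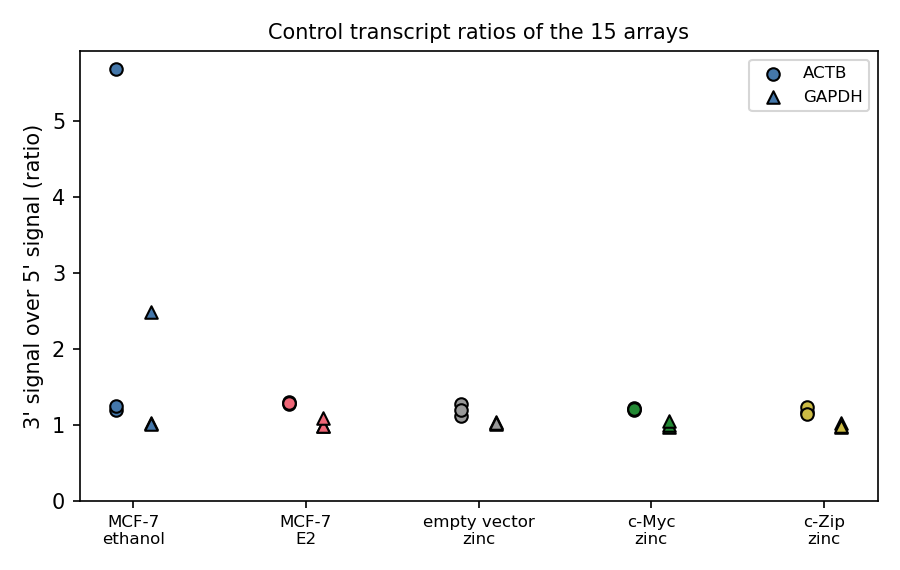
Ratio of the signal at the 3′ end to that at the 5′ end of the control transcripts ACTB (circles) and GAPDH (triangles), 1 point per array and transcript, 3 arrays per group. The highest point of each symbol is ethanol replicate 2.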

Normalization of the arrays was performed using the RMA algorithm, as implemented in the *affy* package of Bioconductor and using the default options of RMA (with background correction, quantile normalization, and log transformation).

After normalisation probesets with intensity >100 in any of the experimental conditions were analysed using Bayesian linear modelling in the *limma* package [55], with replicate and treatment as fixed effects. Penalized t-statistics from these comparisons were generated by Benjamini and Yekutieli adjustment for multiple-hypothesis comparisons [56] using the *multtest* package and probes displaying significant differential expression (adjusted p<0.01) were identified and compared with databases of estrogen-responsive genes ((ERGDB, http://research.i2r.a-star.edu.sg/promoter/Ergdb-v11/, [16]), c-Myc targets (http://www.myc-cancer-gene.org, [17]), and nucleolar proteins (http://www.lamondlab.com/NOPdb/, [22] current in November 2005. Pathway analysis used Onto-Express (http://vortex.cs.wayne.edu/index.htm, [20]), Ingenuity Pathways Analysis (Ingenuity Systems, Redwood City, CA, http://www.ingenuity.com), and HiMAP (www.himap.org [21]. Gene ontology and functional annotation is presented for only those categories containing ≥3 genes and with an adjusted *P* value <0.01.

### Clinical microarray data

The clinical dataset used for analyzing the relationship between the functional gene signatures and response to endocrine therapy consisted of 246 primary breast cancer samples. The demographics and methods have been previously described [11] and the raw data are available at the GEO database (accession number GSE6532). All samples were required to be estrogen and/or progesterone receptor positive by ligand-binding assay and had received tamoxifen monotherapy only in the adjuvant setting. The cut-off value for classification of patients as ER-positive or -negative was 10 fmol per mg protein. The primary endpoint used for generating the classifiers was the first distant metastatic event as survival can be confounded by local recurrence and treatments given at relapse.

Data analyses were performed using version 3.5 of BRB ArrayTools (http://linus.nci.nih.gov/BRB-ArrayTools.html). The survival analyses were performed using the ‘survival risk prediction tool’ where the survival risk groups are constructed using a supervised principal component method [25]. All genes from each of the functional networks that were present on the U133A Affymetrix microarrays used for analysis of gene expression in tamoxifen-treated patients were entered to generate the classifier. Two principal components, 10-fold cross-validation and a binary cut-off using the 50^th^ percentile were used to generate two prognostic groups. The log-rank *P* value for the Kaplan-Meier curve was generated after 500 permutations. To determine the predictive accuracy of each of the functional gene signatures compared with the clinical prognostic variables alone, two models were created for each signature—one with clinical covariates only and one with the clinical covariates and the gene signature. The cross-validated Kaplan-Meier curves and log-rank statistics for these models were generated after 500 permutations and the *P* value measures whether the expression data significantly adds to predictive accuracy compared with the clinical factors alone. This approach is preferable to a multivariate model which only compares prognostic effects and can be unstable due to multi-colinearity between variables in the model and random fluctuations in the data. Multivariate Cox regression analyses were performed using SPSS statistical software package (SPSS Inc. Chicago, IL) version 13.0. Each gene signature and tumor grade (1 vs. 2 vs. 3) were treated as continuous variables, while tumor size (≤2 cm vs. >2 cm), patient age (≤50 vs. >50 yrs) and nodal status (positive vs. negative) were treated as binary variables.

## Supporting Information

Table S1 Estrogen-regulated genes
(0.46 MB XLS)

Table S2 Estrogen-regulated gene signatures.
(0.13 MB XLS)

Table S3 Ingenuity annotation of gene signatures
(0.17 MB XLS)

How the deposited data were processed for this re-analysis (not part of the article)

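The study measured RNA of MCF-7 cells on 15 Affymetrix HG-U133 Plus 2.0 arrays, 3 for each of 5 groups: parental cells with ethanol or E_2_, and the empty vector, c-Myc and c-Zip lines with zinc. Groups and doses were taken from the sample labels and the paper's methods, and the texts with the data conflict in 2 places. The description of empty vector replicate 1, a control for c-Myc and c-Zip, names c-Myc cells, while its title and source name give the empty vector; it was kept as empty vector, and its intensity for MYC was 1227, against 561 and 836 on the other 2 empty vector arrays and 5993 to 8858 on the c-Myc arrays. The series text gives zinc at 75 mM, and the paper and the sample labels give 75 µM, which was used. The authors deposited linear intensity values per probeset and array, which their processing notes describe as signals of the Affymetrix MAS5 algorithm, while the methods of the paper describe RMA. The deposited intensities behave as scaled MAS5 signals: the trimmed mean of each of the 15 arrays rounds to 149, and the values are not on a log scale. RMA values were not used here, and the table used holds no detection calls. Depth on an array is the signal over background, and before normalization the median intensity of an array was 17.7 to 24.6, close to the floor set below.

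From the deposited values, 62 control probesets were left out and the remaining 54613 were quantile-normalized across all arrays. Values under 16 were set to 16 and all were turned to log2. Where all arrays of the dimmer group lay under the floor, the fold change is a lower bound and is written with ‘at least’; where only some did, their number is given, and the fitted value depends on the floor. A probeset entered a comparison when the mean intensity of at least 1 of its groups was above 100, and 17080 probesets had such a mean in at least 1 of the 5 groups. The fit used limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes), with group and replicate number as fixed effects, as the study's methods state, and all arrays sharing an estimate of the spread (8 residual and 2.61 prior degrees of freedom). P-values were adjusted within each comparison. Probesets are counted at a Benjamini–Yekutieli adjusted p under 0.01, the study's threshold, and single genes are called at a Benjamini–Hochberg adjusted p under 0.05. Probesets that differ between the E_2_ and c-Myc responses are counted at the latter. The comparisons were those of the study, E_2_ against ethanol and c-Myc or c-Zip against empty vector, and also empty vector with zinc against ethanol, c-Myc against c-Zip and the E_2_ response against the c-Myc response. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

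The platform's current annotation gave gene names: 41091 probesets have 1 name, 1801 several and 11721 none. For a gene with several called probesets, the classes take the probeset with the largest E_2_ change, the rule of Table S1, and the gene lists take the probeset with the highest mean over all arrays. A gene was placed in ‘E_2_ and Myc’ when it passed the study's threshold for E_2_ and, in the same direction, for c-Myc, and not for c-Zip. Shares of the 4 signatures of Table S2 were compared with all E_2_-regulated genes by Fisher's exact test, two-sided. The genes named in the text were chosen from those the paper names, by their probeset in Table S1 or S2 where they have one, from the 10 genes with the largest increase and the 10 with the largest decrease per comparison, among those that passed and changed the same way in all 3 experiments, and from the 4 members of each list with the smallest p. The values of Tables S1 and S2 had been seen in part when this rule was written. DKC1 is named from the study's table, since the annotation gives its probeset several names. Some genes of the lists, and genes the paper names such as the coactivator NCOA3, have no probeset that the annotation names, and no values are given for them.

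The gene lists were tested with camera at an inter-gene correlation of 0.01, adjusted by Benjamini–Hochberg over 120 tests of 24 lists in 5 comparisons. The 27 lists, written from general knowledge of each process, are estrogen receptor target genes, ribosome biogenesis, RNA polymerases I and III, cytosolic ribosomal proteins, translation factors, aminoacyl-tRNA synthetases, nucleotide synthesis, DNA replication, G_1_ to S phase control, mitosis, induced and repressed c-Myc target genes, mitochondrial ribosome, chaperones, apoptosis regulators, growth factor survival signaling, nuclear receptors and coregulators, metallothioneins and zinc transport, heat shock and oxidative stress, unfolded protein response, cholesterol synthesis, glycolysis, interferon response and markers of luminal, basal, fibroblast and leukocyte or endothelial cells. 50 genes are on more than 1 list. The last 3 lists were not tested because fewer than 5 members were measured.

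The analysis was tested on simulated data, in which 80, 80 and 40 probesets were changed by log2 1, 2 and 4 in each of the E_2_ and c-Myc groups, with the spread of each probeset taken from the real arrays. This spread was divided equally between the shared experiment and the single array, and no simulated array stood apart as ethanol replicate 2 did. The recovered shares and false calls may therefore differ from those on the real arrays. For E_2_, the study's threshold recovered 37.5%, 83.8% and 100% of these, with 0 false calls among 15661 probesets. A Benjamini–Hochberg adjusted p under 0.05 recovered 73.8%, 88.8% and 100%, with 14 false calls. For c-Myc the recovered shares were 43.8%, 77.5% and 100% at the former threshold and 82.5%, 85% and 100% at the latter, with 0 and 9 false calls. Of 100 probesets changed in both comparisons, 66 were placed in ‘E_2_ and Myc’.

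Replicate numbers were checked for pairing. Arrays with the same number deviated together from their group means, with a mean correlation of 0.395 against -0.197 for other pairs, and 27 of 30 same-number pairs lay above 0.1. The methods state that each independent experiment held all conditions, so the number marks a shared experiment and was kept as a block. No array holds the c-Myc line without zinc, so on these arrays c-Myc induction and other traits of that line cannot be told apart. c-Myc and c-Zip share the empty vector arrays. Across 15376 probesets their responses correlated with r = 0.343 and a covariance of 0.0422, where simulated groups without any change gave r = 0.499 and a covariance of 0.0391. No array repeated another, and the highest correlation between any 2 arrays was 0.986.

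The alternatives were the values as deposited, a common 75th percentile, no floor or a floor of 32, no filter or a filter at 50 or 200, no replicate block, only the groups compared, an intensity-dependent robust prior, Benjamini–Hochberg thresholds, c-Zip as the control, other counting rules for the shares, other list tests and leaving out each experiment and each array. A fit without ethanol replicate 2 for comparisons that do not hold ethanol was added after the data were seen. The patient cohort, the quantitative PCR and the protein blots of the paper were not analysed here, since none of the files used holds them.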

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

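The first 2 tests of the luminal and estrogen receptor lists below, of the scaling and of the empty vector line, were chosen only after the result was seen.

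The paper does not report what differs between empty vector cells with zinc and parental cells with ethanol. Here 45 of 16037 probesets passed the study's threshold in limma, 35 up and 10 down. At a Benjamini–Hochberg adjusted p under 0.05, 827 rose and 950 fell. HMOX1, which encodes the heme-degrading enzyme of the oxidative stress response, rose from an intensity of 116 ± 51.6 to 5759.7 ± 792 (SD, n = 3 arrays each), a log2 fold change of 5.71 (standard error 0.40, adjusted p = 4.24e-05). Without ethanol replicate 2, the array whose control transcripts were detected mainly near their 3′ ends, 33 probesets passed; without any other single array of the 2 groups 14 to 20 passed. Splits of these 6 arrays into groups of 3 gave as many in 1 of 10, too few for a share under 0.05 (45 in the real split, at most 0 in another and also among splits that part as many pairs).

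In the same comparison, metallothionein genes, whose products bind zinc, and heat shock genes were higher. Of 10 measured metallothionein and zinc transport genes, 7 rose and none fell (the same numbers when adjusted over the list alone; median log2 fold change 2.17, camera adjusted p = 2.72e-12, and adjusted p = 0.0558 with an estimated correlation), among them MT1F at 3.58, MT1H at 3.20, MT1X at 1.99 and the zinc exporter SLC30A1 at 3.08; of 12 heat shock and oxidative stress genes, 6 rose and none fell (8 and none when adjusted over the list alone; median log2 fold change 0.78, camera adjusted p = 4.63e-09, and adjusted p = 0.0778 with an estimated correlation). The array with the shifted control transcripts does not account for this, since without ethanol replicate 2 the metallothionein list had a camera adjusted p of 4.62e-13. Exposure to zinc may be the cause, as 7, 8 and 7 of 10 genes were higher than in ethanol-treated parental cells in the empty vector, c-Myc and c-Zip lines. Zinc, the vector and the choice of the line cannot be told apart, because every transfected line received zinc and no parental culture did.

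Luminal epithelial markers and estrogen receptor target genes were lower after c-Myc. Of 17 luminal markers, none rose and 10 fell (the same numbers when adjusted over the list alone; median log2 fold change -0.46, camera adjusted p = 0.00102, and adjusted p = 0.112 with an estimated correlation), among them the trefoil peptide gene TFF3 at -2.56 and the tight junction gene CLDN4 at -0.82; of 29 estrogen receptor target genes, 3 rose and 11 fell (3 and 12 when adjusted over the list alone; median log2 fold change -0.41, camera adjusted p = 0.021, and adjusted p = 0.461 with an estimated correlation), with FHL2, a transcriptional cofactor, at -1.87 and CA12, a carbonic anhydrase, at -0.69. Both lists stayed lower on the values as deposited and with a common 75th percentile (camera adjusted p up to 0.0193). Each of these scalings sets the arrays to a common level, so a shift of total RNA was not tested. The empty vector line alone does not account for the decrease, since both lists were lower against c-Zip (camera adjusted p up to 0.00908). With an estimated correlation the estrogen receptor list did not pass there (camera adjusted p = 0.425). Both comparisons use the same c-Myc line, so a trait of that line cannot be told apart from c-Myc induction. A lower output of the estrogen receptor may be the cause, and its gene ESR1 fell by 0.36 (limma adjusted p = 0.0481), a call lost without empty vector replicates 2 or 3 or c-Myc replicates 2 or 3 (adjusted p of 0.108 to 0.201), but a link between the size of the E_2_ and c-Myc responses of these genes did not pass (Spearman rho -0.0323, Pearson r -0.0269, 28 genes, permutation p = 0.872 and 0.891), so this stays open. The lists share 4 genes, and 5 luminal and 24 estrogen receptor genes are in the study's Table S1, so neither list is independent of the other or of the study's selection.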

How the results depend on the processing

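The fits without ethanol replicate 2 for the comparisons c-Myc, c-Zip and c-Myc against c-Zip, with the genes and lists of those comparisons, were chosen only after the result was seen. Under the alternatives run, no named gene and no gene list that passed turned its direction. Of 478 calls of a named gene in a comparison, 176 were kept under all alternatives and 302 were lost under at least 1, as were 42 of 60 calls of a gene list. The values as deposited, the 75th percentile, both other floors and a filter at 50 kept each count of probesets within 1.5 times. Probesets at the floor carry no measured change, which limits each count. Except where stated, the cause was not tested.

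With no filter, which adds dim probesets to the number tested, E_2_, c-Myc, c-Myc against c-Zip and empty vector with zinc gave 149, 836, 676 and 21 probesets; the last was 73 with a group mean above 200 and 109 with the trend and robust prior. With only the groups compared, which leaves 2 residual degrees of freedom, these 4 counts were 0, 0, 0 and 0 in limma, with 4006, 8034, 7542 and 2625 probesets at an unadjusted p under 0.05. A Benjamini–Hochberg adjusted p under 0.01 gave 1662, 3730, 3445 and 410, and one under 0.05 gave 3949, 6148, 5836, 1777 and, for c-Zip, 14, since these thresholds are less strict by construction. Leaving out an experiment or an array gave 0 to 520 probesets for E_2_, 0 to 2768 for c-Myc and 0 for c-Zip at the study's threshold. It gave 0 to 2369 for c-Myc against c-Zip and 0 to 33 for empty vector with zinc. The difference between the E_2_ and c-Myc responses, counted at a Benjamini–Hochberg adjusted p under 0.05, held 191 to 3331. Counts of 0 came without replicate 3 for E_2_, without replicate 1 or 3 for c-Myc and for c-Myc against c-Zip, without replicate 1 for empty vector with zinc and in every leave-out for c-Zip; limma had 4006 to 4384 probesets for E_2_, 5386 to 8034 for c-Myc, 5150 to 7542 for c-Myc against c-Zip, 2625 to 3335 for empty vector with zinc and 589 to 2517 for c-Zip at an unadjusted p under 0.05 over all alternatives with a count of 0. Without an experiment each group keeps only 2 arrays.

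With no replicate block, the counts at the study's threshold were 221 for E_2_, 999 for c-Myc and 765 for c-Myc against c-Zip. For the difference between the responses, the count at a Benjamini–Hochberg adjusted p under 0.05 was 1385. The median excess of the c-Myc response over the E_2_ response was 0.34 and the mean relative expression of ‘E_2_ not Myc’ probesets 0.952. Among the other results of this part the block changed only the call of the MYC difference below, while single named genes and lists are counted above.

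The ‘E_2_ and Myc’ share was 38.7% to 47.1% over 14 alternatives and 0 to 46.8% when experiments or arrays were left out, the lowest without replicate 1, where 3 probesets passed for E_2_. The excess of the c-Myc response was 0.12 at Benjamini–Hochberg under 0.05 and 0.0641 to 0.421 with leave-outs, each over the genes classified in that fit. The mean relative expression was 1.06 as deposited, 1.04 with the 75th percentile, 0.999 with no filter, 1.06 and 1.00 with filters at 200 and 50, 1.06 with the trend and robust prior, 1.01 and 0.984 at Benjamini–Hochberg under 0.01 and 0.05, and 0.942 to 1.12 with leave-outs. No share, excess or signature value exists with only the groups compared or without replicate 3, where no gene was called for E_2_.

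For the signatures, the share that also passed for c-Myc came under an exact p of 0.05 for ‘transcriptional regulation’ with the 75th percentile (6.67%, p = 0.00606) and over all measured genes (19.4%), with p of 0.00606 to 1 over its alternatives. By the same exact test it did so for ‘cell death’ with a floor of 32 (20%, p = 0.0359), a group mean above 200 (19.4%, p = 0.00824) and all measured genes (23.6%), with p of 0.00766 to 1, and for ‘cell cycle’ at Benjamini–Hochberg under 0.05 (62.7%, p = 0.0181; 0.0181 to 1 over its alternatives). All measured genes hold genes not called for E_2_ here and are set against called ones, so the p under that alternative compares unlike groups and is no test of these shares. Leave-outs gave 26.3 to 54.3% for ‘cell cycle’, 16.7 to 50% for ‘cell death’, 71.9 to 88.6% for ‘cell growth’, which did not pass Fisher's exact test without replicate 2 (p = 0.123), and 8.33 to 36.8% for ‘transcriptional regulation’, which came under 0.05 in that exact test without c-Zip replicate 2.

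MYC passed for c-Myc under every alternative (leave-outs 2.83 to 3.49). For E_2_ it did not pass with only the groups compared (1.49, adjusted p = 0.0674; 0.00499 to 0.0855 over its alternatives) or without replicate 3 (adjusted p = 0.0855; leave-outs 1.20 to 1.78). The difference of -1.58 between the MYC responses did not pass with no filter (adjusted p = 0.145), no replicate block (-1.58, adjusted p = 0.129) or only the groups compared (-1.58, adjusted p = 0.0554); its adjusted p was 0.00685 to 0.283 over its alternatives, it was -2.00 to -1.29 with leave-outs, and it passed in 2 of 15 of these. For c-Zip MYC did not pass in any fit (leave-outs 0.22 to 0.63). Of 120 tests of gene lists, 60 passed with camera, 18 with a correlation estimated from the arrays, 67 with fry and 49 to 65 with leave-outs.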

Differences from the paper's values

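The tests against Table S1 and of the overlap of the classes were chosen only after the data were seen. The counts are at the paper's stated threshold, but on the deposited MAS5 intensities, where the paper's methods describe RMA. Below, a difference counts as closed under an alternative when the value there lies within 1.5 times the paper's.

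The paper gives 939 probesets changed by E_2_, and 431 passed here; none of 21 alternatives set before the data were examined closes this difference, as they give 0 to 3949. The paper gives 799 E_2_-regulated genes and 402 of them regulated by c-Myc, against 369 and 158 here, and none of 30 alternatives closes either. For probesets raised by E_2_ the values are the paper's 635 and 292 here, closed only at Benjamini–Hochberg under 0.01 (900) and not by the other 20. Of the 939 probesets of the paper's Table S1, 934 were fitted here, 930 changed in the same direction with E_2_, 356 passed the same threshold and 899 passed at Benjamini–Hochberg under 0.05. The log2 changes correlated with r = 0.980 for E_2_ and 0.985 for c-Myc, and 75 probesets called here are not listed. The table lists 636 probesets as up, 1 more than the text.

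The paper counts 60, 55, 123 and 31 genes in the signatures ‘cell cycle’, ‘cell death’, ‘cell growth’ and ‘transcriptional regulation’, of which 30, 22, 43 and 17 passed for E_2_ here. Each of these is closed at Benjamini–Hochberg under 0.01, under 0.05 and over all measured genes, and ‘cell cycle’ also with the trend and robust prior; of 29 alternatives set before the data were examined, 25 do not close ‘cell cycle’ and 26 do not close the others. The count over all measured genes asks for no call for E_2_. It was therefore bound to lie near the paper's number and is no evidence on the difference. The paper counts 27, 19, 102 and 12 of these genes as also changed by c-Myc, against 13, 5, 36 and 4 here. These are closed at Benjamini–Hochberg under 0.01 and under 0.05, the first 3 also over all measured genes, and ‘cell cycle’ also without ethanol replicate 2; 25, 26, 26 and 27 alternatives do not close them.

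The share of ‘cell death’ genes that also changed with c-Myc is the paper's 35% and 22.7% here. The as-deposited values, a floor of 32, a filter at 200, Benjamini–Hochberg under 0.05, the reference outside the signature and leaving out ethanol replicates 1 or 3, empty vector replicate 3 or c-Myc replicates 1 or 3 do not close it, and the other 19 alternatives do. The share of ‘transcriptional regulation’ genes is the paper's 39% and 23.5% here, closed with no filter, a filter at 200, without ethanol replicate 2 and at Benjamini–Hochberg under 0.01 and 0.05, and not by the other 24. Fisher's exact test gave p = 0.42 in the paper and p = 1 here for ‘cell cycle’, closed with the 75th percentile, with the trend and robust prior and without ethanol replicate 2 and not by 26 others. For ‘cell death’ it gave the paper's p = 0.017 and p = 0.0758 here, with 0.00766 to 1 over 29 alternatives, none of which closes it. For ‘cell growth’ it gave the paper's p = 5.5e-16 and p = 2.28e-07 here, with 2.81e-19 to 0.123 over 29 alternatives, none of which closes it. The ‘cell growth’ share itself was 83% of 123 genes in the paper and 83.7% of 43 genes here. Each exact p here rests on fewer genes than the paper's, and at equal shares fewer genes give a larger p.

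The exact p for ‘cell death’ lay under 0.05, as in the paper, with a floor of 32 and with a filter at 200. The p over all measured genes is left aside, since it sets genes not selected for E_2_ here against selected ones.

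The paper describes the lowered probesets of its 2 classes as overlapping in their response to c-Myc. Here 27 of 84 tested ‘E_2_ not Myc’ down probesets (32.1%) lay within the range of the ‘E_2_ and Myc’ ones, and an ‘E_2_ and Myc’ probeset had the larger decrease with a probability of 0.935; the classes are set by the c-Myc response itself, so some separation is built in. For raised probesets, which the paper describes as largely distinct, 16 of 115 lay within that range.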

Other observations

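The 3 tests of ethanol replicate 2 below, and the fits without that array for c-Myc and c-Zip, were chosen only after the result was seen. The paper does not describe the following decreases with c-Myc. DUSP6, a phosphatase that dampens ERK signaling, had a log2 fold change of -3.18 (standard error 0.32, adjusted p = 5.38e-05) in limma. FN1, which encodes the matrix protein fibronectin, and RIN2, a gene of vesicle traffic, had -3.48 and -3.33, each with 1 of 3 c-Myc arrays under the floor, and ARHGDIB, which restrains Rho proteins, and MAOA, which encodes an amine oxidase, -3.33 and -3.14, each with 2 of 3 under it, so these 4 fitted values are set in part by the floor. Of 25 known induced c-Myc targets, 17 rose and none fell (18 and none when adjusted over the list alone; median log2 fold change 0.72, camera adjusted p = 3.97e-08), among them CTPS1, an enzyme gene of nucleotide synthesis, at 2.02; with E_2_, 10 rose and none fell (11 and none when adjusted over the list alone; median log2 fold change 0.30, camera adjusted p = 4.80e-06, and adjusted p = 0.0803 with an estimated correlation). Of 17 known repressed targets, 1 rose and 8 fell (1 and 10 when adjusted over the list alone; median log2 fold change -0.54, camera adjusted p = 0.00491, and adjusted p = 0.108 with an estimated correlation), among them the cell cycle inhibitor gene CDKN2B at -1.80; with E_2_, of 18, 1 rose and 9 fell (2 and 10 when adjusted over the list alone; median log2 fold change -0.47, camera adjusted p = 0.0235, and adjusted p = 0.137 with an estimated correlation), and this did not pass without ethanol replicate 1 (adjusted p = 0.0539).

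Of 37 DNA replication genes, 17 rose and 1 fell (the same numbers when adjusted over the list alone; median log2 fold change 0.56, camera adjusted p = 6.36e-06, and adjusted p = 0.378 with an estimated correlation) with c-Myc, among them the polymerase gene POLD2 at 1.24. Of 18 genes of G_1_ to S phase control, 7 rose and 5 fell (7 and 6 when adjusted over the list alone; camera adjusted p = 0.604). Of 27 mitosis genes, 7 rose and none fell (4 and none when adjusted over the list alone; median log2 fold change 0.34, camera adjusted p = 0.0124, and adjusted p = 0.569 with an estimated correlation), with the cyclin gene CCNB1 at 0.83, and this list did not pass without empty vector replicate 3 (adjusted p = 0.0589) or c-Myc replicate 3 (0.12). Of 21 chaperone genes, 9 rose and none fell (the same numbers when adjusted over the list alone; median log2 fold change 0.18, camera adjusted p = 0.0257, and adjusted p = 0.591 with an estimated correlation), with CCT7 at 0.95, and this did not pass without empty vector replicate 1 (adjusted p = 0.0741) or c-Myc replicate 3 (0.0817). Of 12 interferon response genes, none rose and 6 fell (the same numbers when adjusted over the list alone; median log2 fold change -0.36, camera adjusted p = 0.037, and adjusted p = 0.321 with an estimated correlation), with IRF7 at -1.03, and this did not pass without ethanol replicate 2 (adjusted p = 0.0571), empty vector replicate 2 (0.0592) or c-Myc replicate 1 (0.0957).

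Of 19 genes of the unfolded protein response, 5 rose and 2 fell (6 and 2 when adjusted over the list alone; median log2 fold change 0.10, camera adjusted p = 0.0493, and adjusted p = 0.286 with an estimated correlation) with E_2_, with the chaperone gene DNAJB9 at 0.88; this did not pass without ethanol replicate 2 (adjusted p = 0.177), E_2_ replicate 1 (0.0541) or E_2_ replicate 2 (0.0512). With c-Myc, 4 rose and 8 fell (the same numbers when adjusted over the list alone; camera adjusted p = 0.345). Of 16 cholesterol synthesis genes, 4 rose and none fell (the same numbers when adjusted over the list alone; median log2 fold change 0.27, camera adjusted p = 0.00615, and adjusted p = 0.363 with an estimated correlation) with E_2_, with MSMO1 at 0.74; this did not pass without ethanol replicate 2 (adjusted p = 0.0794). With c-Myc, 7 rose and none fell (8 and none when adjusted over the list alone; median log2 fold change 0.31, camera adjusted p = 0.0339, and adjusted p = 0.461 with an estimated correlation), which did not pass without empty vector replicates 1 (0.106) or 3 (0.0565) or c-Myc replicate 2 (0.0638). Of 17 glycolysis genes, 2 rose and 2 fell with E_2_ (adjusted p = 0.749 in camera; median log2 fold change -0.08 and mean -0.01, while SLC2A1, the glucose transporter gene, rose by 1.22); with c-Myc, of 18, 5 rose and 2 fell (the same numbers when adjusted over the list alone; camera adjusted p = 0.473). Of 17 luminal markers, 4 rose and 3 fell (the same numbers when adjusted over the list alone; camera adjusted p = 0.426) with E_2_, and of 50 mitochondrial ribosome genes, 16 rose and 2 fell (17 and 2 when adjusted over the list alone; median log2 fold change 0.21, camera adjusted p = 3.45e-05, and adjusted p = 0.061 with an estimated correlation), with MRPL16 at 0.88.

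In empty vector cells with zinc, of 21 chaperone genes, 11 rose and 2 fell (13 and 2 when adjusted over the list alone; median log2 fold change 0.47, camera adjusted p = 5.82e-08, and adjusted p = 0.257 with an estimated correlation), with HSPH1 at 1.49 and HSPE1 at 1.42; of 36 DNA replication genes, 5 rose and none fell (10 and none when adjusted over the list alone; median log2 fold change 0.33, camera adjusted p = 5.74e-06, and adjusted p = 0.372 with an estimated correlation). Of 25 nuclear receptor and coregulator genes, none rose and 4 fell (1 and 6 when adjusted over the list alone; median log2 fold change -0.26, camera adjusted p = 0.0161, and adjusted p = 0.286 with an estimated correlation), and this did not pass without ethanol replicate 2 (adjusted p = 0.0793) or ethanol replicate 3 (0.0518). LXN, a protease inhibitor gene, had -1.97, and BASP1, a membrane signaling gene, -4.05, a fitted value set in part by the floor, with 2 of 3 empty vector arrays under it.

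c-Zip lacks the transactivation domain of c-Myc, and 14 probesets passed at a Benjamini–Hochberg adjusted p under 0.05 in limma. Among them AKR1C3, an aldo-keto reductase gene, rose by a fitted 2.94 (adjusted p = 0.0422; set in part by the floor, with 1 of 3 empty vector arrays under it), AKR1C1 by 2.84, AKR1C2 by 2.29 and the sulfate transporter gene SLC26A2 by 1.35. None of the 4 passed without any 1 of the 3 empty vector arrays (adjusted p of 0.0505 to 0.228), AKR1C3, AKR1C1 and AKR1C2 did not pass without c-Zip replicates 2 or 3 either (0.117 to 0.22), nor AKR1C2 without c-Zip replicate 1 (0.0753). SLC26A2 was also among the 10 largest decreases in empty vector cells against ethanol-treated parental cells. AKR1C1 was also among the 10 largest increases with c-Myc against the same empty vector cells. For SLC26A2 and AKR1C1, a low level in the empty vector line cannot be told apart from an effect of c-Zip. As lists, ribosome biogenesis genes were higher with c-Zip (median log2 fold change 0.18, camera adjusted p = 3.32e-10), and mitosis genes (-0.33, camera adjusted p = 7.60e-07, and adjusted p = 0.321 with an estimated correlation) and DNA replication genes (-0.15, camera adjusted p = 1.95e-05, and adjusted p = 0.402 with an estimated correlation) were lower. No member passed, although 1 ribosome biogenesis gene rose when adjusted over the list alone. The DNA replication list did not pass without empty vector replicate 1 (camera adjusted p = 0.0782). Lists with fewer than 5 measured genes were not tested: of the basal markers CDH3 lay above the filter, of the fibroblast markers COL1A1, FN1 and VIM, and of the leukocyte and endothelial markers none. Of the 474 probesets that Table S1 lists as ‘E_2_ not Myc’, 123 passed for c-Myc in the direction of E_2_ and 76 in the other at a Benjamini–Hochberg adjusted p under 0.05 in limma, and 6 passed the study's threshold in the direction of E_2_.

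Ethanol replicate 2 stood apart from the other arrays, with a mean correlation of 0.850 against 0.909 to 0.945. RNA degraded or copied from its 3′ end may be the cause, since the 3′ to 5′ ratio of ACTB was 5.68 against 1.11 to 1.29 and that of STAT1 57.3 against 3.21 to 5.15. Failed labeling of the array does not account for it, since the added bacterial transcript dap had a ratio of 1.74 against 1.47 to 1.82. A wrong label of an E_2_-treated sample was tested on a scale from the other ethanol arrays at 0 to the E_2_ arrays at 1. There the E_2_-raised estrogen receptor targets had a median position of 0.139 (quartiles -0.10 to 0.344, 24 of 27 genes below 0.5). These genes were called with this array counted as ethanol, which favors low positions, so the test cannot exclude a wrong label.

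Splits of 6 arrays into groups of 3 are too few for a share under 0.05: as many probesets passed in 1 of 10 splits for E_2_ (431, highest other 0), 1 for c-Myc (1615, highest other 0), 1 for c-Myc against c-Zip (1303, highest other 0) and 10 for c-Zip, where each gave 0 in limma. The highest other was the same among splits that part as many pairs. The difference between the E_2_ and c-Myc responses was counted at a Benjamini–Hochberg adjusted p under 0.05. There 2 of 100 drawn splits, the real one (2427 probesets) and 1 other (4275), gave as many. The drawn splits mixed arrays of all the groups compared, so the effects of E_2_ and c-Myc entered the spread within groups. Few calls were thereby favored beforehand, and the share cannot exclude chance. Why 1 other split gave more probesets than the real one was not worked out. At the same threshold, the difference between the responses held 1179 probesets with the larger value for E_2_ and 1248 for c-Myc in limma. In all it held 1485 without E_2_ replicate 2 and 1594 without E_2_ replicate 3.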
